# JAK Inhibition Differentially Affects NK Cell and ILC1 Homeostasis

**DOI:** 10.3389/fimmu.2019.02972

**Published:** 2019-12-19

**Authors:** Laura Vian, Mimi T. Le, Nathalia Gazaniga, Jacqueline Kieltyka, Christine Liu, Giuseppe Pietropaolo, Stefania Dell'Orso, Stephen R. Brooks, Yasuko Furumoto, Craig J. Thomas, John J. O'Shea, Giuseppe Sciumè, Massimo Gadina

**Keywords:** JAK/STAT, cytokines, NK cells, ILC, differentiation, kinase inhibitors

## Abstract

Janus kinase (JAK) inhibitors are widely used in the treatment of multiple autoimmune and inflammatory diseases. Immunologic and transcriptomic profiling have revealed major alterations on natural killer (NK) cell homeostasis associated with JAK inhibitions, while information on other innate lymphoid cells (ILCs) is still lacking. Herein, we observed that, in mice, the homeostatic pool of liver ILC1 was less affected by JAK inhibitors compared to the pool of NK cells present in the liver, spleen and bone marrow. JAK inhibition had overlapping effects on the transcriptome of both subsets, mainly affecting genes regulating cell cycle and apoptosis. However, the differential impact of JAK inhibition was linked to the high levels of the antiapoptotic gene Bcl2 expressed by ILC1. Our findings provide mechanistic explanations for the effects of JAK inhibitors on NK cells and ILC1 which could be of major clinically relevance.

## Highlights

- JAK inhibition has distinct impacts on the homeostatic numbers of NK cells and ILC1.
- Tofacitinib has redundant effects on the transcriptomic programs of NK cells and ILC1.
- Basal expression level of Bcl2 underlies the differential impact of tofacitinib in NK cells and ILC1.

## Introduction

Cytokines are pivotal in the maintenance of an appropriate immune system homeostasis, but dysregulation of their activity underlies multiple immune-related disorders (1). The elucidation of the role of the Janus kinase (JAK) family of intracellular tyrosine kinases in the signaling cascade downstream of cytokine receptors has highlighted this class of molecules as potential therapeutic targets. Indeed, inhibition of JAK enzymatic activity has proved successful for several immune-mediated pathologies and these drugs are now approved and prescribed to thousands of patients around the world (2). Given the clinical relevance of the drugs that target these enzymes, more complete knowledge is clearly needed. As such, the pharmacological manipulation of JAKs represents an interesting strategy to study the homeostatic requirements of cytokine signals in different immune cell types ranging from T and B cells to innate lymphoid cells (ILCs).

ILCs provide rapid immune protection through an array of effector functions mirroring those associated with T cells (3). Based on this similarity, ILCs have been divided into five prototypical subsets: natural killer (NK) cells, ILC1, ILC2, ILC3, and lymphoid tissue inducer cells (3). NK cells and ILC1 are able to quickly release the signature cytokine interferon (IFN)-γ and, for this reason, were initially included within the group of type-1 ILCs (4, 5). The ontogeny of ILC1 and NK cells is thought to have both overlapping and independent routes (6, 7); among the latter, evidence in mice shows a distinct usage of T-box transcription factors with a selective expression and function for Eomes in NK cells in contrast to a specific requirement for T-bet in ILC1 (8).

In the context of ILC biology, JAK inhibitors (JAKinibs) have been employed to track different functional outputs, including cytokine production and cell proliferation upon cytokine stimulation *in vitro* (9). Notably, when used *in vivo*, JAKinibs have led to a reduction of the number of mouse NK cells (10). Likewise, patients treated with JAKinibs display a dose-dependent loss of peripheral blood NK cells (11–13). However, no information is currently available about the effects of *in vivo* treatment of JAKinibs on the phenotype of NK cells or other ILCs in distinct tissues.

Development and homeostasis of both NK cells and ILC1 depend on the functions of cytokines, primarily IL-15 and IL-7, which signal through the JAK/STAT pathway (14–16). Observations in humans, corroborated by studies using animal models, have shed light on the importance of the downstream signaling events induced upon activation of JAK3, JAK1, and STAT5 in the development and effector functions of ILCs (17). In this regard, patients carrying *JAK3* mutations develop severe combined immunodeficiency associated with loss of T and NK cells as well as the entire ILC system (18, 19). In mice, *Jak3* deficiency blocks NK/ILC differentiation in the bone marrow (BM) at the ILC precursor and the pre-NK cell progenitor stage; thus, no ILCs are preserved in these mice (20). Similarly, ablation of both *Stat5a* and *Stat5b* leads to almost total loss of NK cells (21). This phenotype is also observed when the entire *Stat5* locus or *Jak1* are deleted in *Ncr1*-expressing cells (22, 23). Selective preservation of *Stat5* alleles (*Stat5b* or *Stat5a*) has revealed a critical role of *Stat5b* more so than *Stat5a* in regulating ILC functions (24, 25), as well as a differential susceptibility among ILCs to tolerate deprivation of STAT5 signals, with NK cells and ILC1 being the most sensitive (25). The profound effects on lymphoid development leading to loss of ILC populations reveal a major limitation in using *Jak3, Jak1*, and *Stat5* deficient mice. Because many of the downstream effects of the JAK/STAT pathway affect the functions of the immune system, distinct compounds capable of blocking JAK enzymatic activity have been developed as selective immunosuppressant to be used in immune-mediated diseases (26).

Herein, we studied the impact of JAKinibs on the homeostasis of two prototypical ILC subsets: NK cells and ILC1. We assessed the effects of *in vivo* administration of a JAK1/3 inhibitor, tofacitinib, vs. a more selective JAK3 inhibitor, PF-06651600, focusing on NK cells from spleen, liver and BM and ILC1 from liver. Our data revealed differential effects of these JAKinibs on the NK cell and ILC1 numbers, the latter subset being less sensitive to JAK inhibition. By using a transcriptomic approach, we identified a major cell cycle block in both subsets after *in vivo* treatment with tofacitinib, associated with a decreased expression of antiapoptotic genes, including *Bcl2*. By using a pharmacological approach, we demonstrated that the high expression levels of *Bcl2* in ILC1 were associated with the differential impact of JAK inhibition observed between the two subsets, arguing for divergent dependence of the homeostasis of these populations on cytokine signals.

## Materials and Methods

### Mice and Inhibitors

BALB/c and *Rag2*^−/−^ mice were purchased from Jackson Laboratory. All animal studies were performed according to NIH guidelines for the use and care of live animals and were approved by the NIAMS Institutional Animal Care and Use Committee. JAKinibs were resuspended in 0.5% methyl cellulose and animals were dosed orally twice daily with vehicle or 30 mg/kg of tofacitinib (kindly provided by Pfizer) or 20 mg/kg of PF-06651600 (provided by the National Center for Advancing Translational Sciences (NCATS), NIH) for 1 week (or 3 days, where indicated) (27). ABT-199 (Venetoclax, Selleckchem) was resuspended in 60% Phosal 50PG, 30% PEG 400, and 10% EtOH. Animals were dosed orally once a day with vehicle or 90 mg/kg for a week.

### Cell Isolation, Flow Cytometry, and Cell Activation Assays

Cells from spleen, liver and BM were isolated as previously described (28). Antibodies are listed in Supplemental Figure 1. Samples were acquired using LSR Fortessa cytometer (BD Biosciences) and BD FACSDiva software (v.8.0.1, BD Biosciences) and analyzed with FlowJo software (Tree Star). Cell sorting was performed using FACSAria III (BD Biosciences). For the evaluation of IFN-γ expression, cells were left untreated or stimulated with PMA/Ionomycin (Sigma-Aldrich) for 2 h or IL-2 (1,000 U/ml, Hoffmann-La Roche Inc.) and IL-12 (10 ng/ml), or IL-12 (10 ng/ml) and IL-18 (100 ng/ml) (R&D Systems) for 6 h (with the addition of GolgiPlug, from BD Biosciences).

### RNA Sequencing and Transcriptomic Analysis

Cells isolated from spleen and liver were sorted (95–99% post-sort purity) as described in Supplemental Figures 1A,B. RNA-seq was performed according to manufacturer's protocol (NEBNext Ultra II RNA Library Prep, E7770L). Barcoded sequencing libraries were sequenced on Illumina HiSeq3000. 50-bp single end reads were demultiplexed to FastQ using bcl2fastq 2.17.1 and mapped onto mouse genome build mm10 using TopHat 2.1.1. Gene expression values (RPKM, reads per kilobase exon per million mapped reads) were calculated with Partek Genomic Suites 7.18.0723. RPKM values were log2 transformed (with a 0.1 offset) and ANOVA was performed to find differentially expressed genes. Expressed genes having an average absolute RPKM > 2 were listed in Supplemental Tables 1, 2 for NK and ILC1, respectively (*miRs* and *Snors* were excluded) and used for further analyses. Volcano plots were generated using R 3.6.0; heatmaps were generated using Morpheus software (Broad Institute). DAVID bioinformatics resource was used for GO analysis.

### Statistics

Unpaired *t*-test and ANOVA were used to quantify statistical deviation between experimental groups, as indicated in figure legends. Asterisks denote significant differences ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001.

## Results

### Distinct Impact of JAK Inhibition on ILC1 and NK Cell Homeostatic Numbers

Immunologic and transcriptomic analysis performed on a wide range of adaptive and innate immune cells in mice have revealed a major impact of JAKinibs on the homeostatic pool of splenic NK cells (10). Building on these findings, we sought to dissect how prototypical liver ILC1 were affected by JAKinibs in relations to NK cells present in the liver, spleen and BM.

We used, as a model, mice treated with oral administration of a JAK1/3 or JAK3/TEC family (29) kinase-selective inhibitors, tofacitinib and PF-06651600, respectively, for a week, twice daily at doses comparable to the range approved for clinical use and which do not provide a total block of JAK3/1 activity (10). We analyzed lymphocytes isolated from liver, spleen and BM by flow cytometry and assessed the relative number of NKp46^+^ cells (gating strategies in Supplemental Figure 1A). Treatment with both JAKinibs led to a marked and significant reduction of the number (represented as ratio relative to control) of NKp46^+^ cells in all tissues analyzed (Figure 1A). Whereas, splenic and BM NKp46^+^ cells mainly comprise NK cells, the liver contains similar proportions of tissue resident ILC1 and NK cells. When we dissected liver NKp46^+^ cells by CD49b (DX5) and Eomes expression, we observed profound and significant changes of NK/ILC1 ratios (Figure 1B). This phenotype was associated with a differential effect in maintaining the homeostatic pools of ILC1 and NK cells. Indeed, while both NK cell and ILC1 numbers were reduced, NK cells were affected to a greater degree than ILC1 (Figure 1C and Supplemental Figure 1B). The differential impact of JAK inhibition on NK cells and ILC1 was independent by the presence of T and B lymphocytes, since similar results were obtained in *Rag2*^−/−^ mice (Supplemental Figure 1C). Moreover, while evidence proving a similar efficacy of inhibiting JAK3 alone or both JAK1 and JAK3 has remained controversial (10, 30), our results showed that selectively targeting JAK3 (and TEC kinases), with PF-06651600, was as efficient as targeting multiple JAKs using tofacitinib in terms of their impact on the homeostatic pools of NKp46^+^ cells.

**Figure 1:**
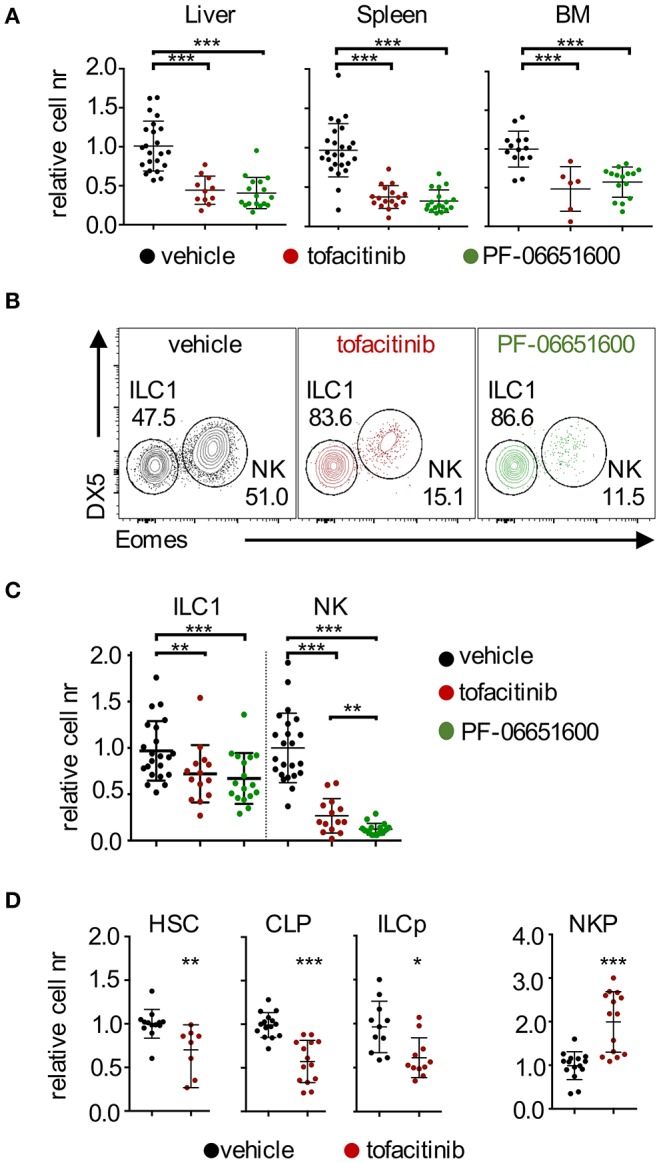
Effects of tofacitinib and PF-06651600 on ILC1, NK cells, and BM progenitors. BALB/c mice were dosed orally with tofacitinib, PF-06651600 or vehicle twice a day for 7 days. **(A)** Relative cell numbers for CD3ε^−^ NKp46^+^ cells from liver (left panel), spleen (middle panel) and BM (right panel) are shown. ANOVA one-way test was applied. **(B)** Subsets of liver NKp46^+^ cells were distinguished by the expression of Eomes and DX5/CD49b. ILC1 were defined as DX5^−^Eomes^−^ cells and NK cells as DX5^+^Eomes^+^ cells. Percentages depicted in dot plots are representative. **(C)** Relative cell numbers for liver ILC1 and NK cells are shown. ANOVA one-way test was applied. **(A–C)** Five independent experiments were combined, and values were normalized to the mean of vehicle-treated mice in the corresponding experiment. **(D)** Relative cell numbers of HSC, CLP, ILCp, and NKP progenitors are shown. Student's *t*-test statistics are comparing samples to vehicle. Three independent experiments were combined, and values were normalized to the mean of vehicle-treated mice for each corresponding experiment. *P < 0.05; **P < 0.01; ***P < 0.001.

Together with the effects in liver and spleen, our data provided evidence for the impact of JAKinibs on the pool of BM NK cells (Figure 1A), which led us to evaluate whether JAK inhibition affected NK cell/ILC progenitors present in this tissue. As shown in Figure 1D (gating strategies in Supplemental Figure 1D), treatment with tofacitinib resulted in decreased numbers of HSC, CLP, and ILCp, as well as an accumulation of NKP, pointing to a developmental block at this stage. These findings were in agreement with a previous report showing that selective ablation of the *Stat5* locus in NK cells led to increased numbers of NKP (22).

Altogether, our data showed that administration of JAKinibs at doses within the range approved for clinical use, affected the homeostatic pool of both ILC1 and NK cells, although the impact of JAK inhibition was greater on NK cells. This effect was independent from the presence of adaptive immune cells. In addition, we showed that the effects of tofacitinib extended to BM precursors and ILC/NK progenitors.

### Tofacitinib Administration Inhibits the Expression of Genes Regulating Cell Cycle and Survival in NK Cells

We have previously shown that NK cells with reduction in *Stat5b* or *Stat5a* levels exhibit a loss of their signature traits associated with a maturation block (25). Therefore, we investigated whether treatment with JAKinibs could also affect NK cell identity and/or differentiation by coupling transcriptomic analysis and flow cytometry.

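RNA was sequenced from splenic natural killer (NK) cells of mice that had received vehicle or 30 mg/kg of tofacitinib orally, 2 times per day for 7 days. Tofacitinib blocks Janus kinases, which pass the signals of many cytokines to STAT transcription factors. There were 3 vehicle and 2 tofacitinib libraries, with 62930367, 56394142 and 29199973 alignments for vehicle and 79258362 and 71369565 for tofacitinib. The legend of Fig. 2 speaks of 2 treated and 3 vehicle mice pooled together for each replicate, so a library is taken here as a pool of animals, and the p-values below measure the spread between pools. The authors made the libraries from messenger RNA, sequenced 50-bp single-end reads, aligned them to the mouse genome mm10 with TopHat2 and computed RPKM (reads per kilobase of exon, scaled to the mapped reads of the library) in Partek. RPKM values carry no read counts, so the sampling error of a single gene is not known.

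From these RPKM values, log2(RPKM + 0.1) was compared between the groups gene by gene with limma, two-sided, for the 9472 genes whose group mean of log2(RPKM + 0.1) was above 1 in at least 1 group, with microRNA and small nucleolar RNA names left out. Levels are group means of RPKM with their SD, log2 changes are tofacitinib against vehicle on the scale of log2(RPKM + 0.1), and adjusted p is the Benjamini-Hochberg value over all genes tested. The looser threshold of Supplemental Tables 1 and 2, called the study threshold below, takes an unadjusted p under 0.05 and a fold below 0.6 or above 1.667. Lists of genes with a shared function were fixed before the deposited values were examined. By then the values in Supplemental Tables 1 and 2 had been seen in the paper. The lists overlap those tables, so the list tests are not independent evidence. Each list was compared with all other tested genes by camera, a set test in limma, with a preset correlation of 0.01 between genes. With a correlation estimated from the 5 libraries, no list was called in NK cells, and the smallest adjusted p was 0.0969.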

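In splenic NK cells, 286 genes were lower and 170 higher with tofacitinib at adjusted p under 0.05 (limma), and 104 were lower and 53 higher at the study threshold. Over all 9472 tested genes, both tofacitinib libraries lay outside the range of the 3 vehicle libraries for 44.1% (2261 genes below and 1916 above), where chance gives 10% in each direction. The gene with the largest fall was Bcl2 (mm10 chromosome 1, 106538178 to 106714274), which encodes a protein that keeps mitochondria from starting cell death: its RPKM went from 41.6 ± 3.57 (SD, n = 3) to 6.44 ± 0.316 (SD, n = 2), a log2 change of -2.67 (SE 0.09, adjusted p = 5.13e-06). Its relative Bcl2l1 (chromosome 2, 152780668 to 152831728) fell from 17.4 ± 1.17 to 5.49 ± 0.641 RPKM (log2 -1.65, adjusted p = 0.000382), and Gzmb (chromosome 14, 56258838 to 56262260), which encodes the cytotoxic protease granzyme B, from 290 ± 36.0 to 99.0 ± 3.85 (log2 -1.54, adjusted p = 0.000723). All 13 tested targets of STAT5, the factor that carries signals of interleukin-2 and interleukin-15, were lower (13 adjusted over the list alone), by a median of 1.06 log2 units (camera adjusted p = 9.02e-19, and 0.0969 with an estimated correlation). Among them Pim2, a kinase of cell survival, fell from 34.2 to 12.2 RPKM and Socs1, a feedback inhibitor of Janus kinases, from 12.2 to 3.60; the list overlaps genes of Supplemental Table 1 and so is not independent evidence.

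Mki67 (chromosome 7, 135689784 to 135716361), which encodes the proliferation marker Ki67, fell from 2.34 ± 0.529 to 0.959 ± 0.0241 RPKM (log2 -1.18, SE 0.24, adjusted p = 0.0289). This call was lost without tofacitinib replicate 1 (-1.16, adjusted p = 0.233) or 2 (-1.20, 0.153) and without vehicle replicate 1 (-1.10, 0.0934) or 3 (-1.07, 0.0656). Genes of the cell cycle did not move as a group. Of 28 tested S phase genes, 1 was lower (Mrpl36) and 1 higher (Prim1), and of 25 G2/M genes Mki67 was lower and Cks2 higher, the same numbers as adjusted over the list alone. The median log2 change was 0.04 for both lists (camera adjusted p = 0.427 and 0.0794; without vehicle replicate 1 the G2/M list was called, with a median of 0.13). Mrpl36, Prim1 and Cks2, named after their values were seen, all lost their calls without tofacitinib replicate 1 (log2 -0.43, 0.55 and 0.43; adjusted p = 0.240, 0.192 and 0.416) or 2 (-0.36, 0.44 and 0.67; 0.255, 0.251 and 0.132). So did Mrpl36 and Prim1 without vehicle replicate 1 (-0.37 and 0.46; 0.0852 and 0.0731), and Cks2 without vehicle replicate 2 (0.49, 0.0564) or 3 (0.49, 0.0861). Of 13 tested genes of effector molecules, 2 were lower (6 adjusted over the list alone), with a median log2 change of -0.38 (camera adjusted p = 3.74e-05, and 0.205 with an estimated correlation).

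Together the 456 genes at adjusted p under 0.05 became 184 without vehicle replicate 1, 797 without vehicle replicate 2, 26 without tofacitinib replicate 1 and 89 without tofacitinib replicate 2. With each gene's own variance, in place of the moderated variance of limma, the number was 0, with 87 genes lower and 34 higher at the study threshold.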

At the transcriptional level, we observed that the impact of the 7-days treatment with tofacitinib mainly consisted of a reduction in gene expression in splenic NK cells (Figure 2A and Supplemental Table 1), which included down-regulation of genes involved in NK cell survival (*Bcl2* and *Bcl2l1*), proliferation (*Mki67*), and function (*Gzmb*), in agreement with a previous report (10). On the other hand, genes defining NK cell identity [gene list described by the Immgen project (31)] were not affected by the treatment, except for *Gzmb*, which was the only down-regulated gene with a fold-change (FC) higher than 2 (Figure 2B). Similarly, no significant differences in *Eomes* and *Tbx21* (encoding T-bet) were observed after *in vivo* treatment with tofacitinib.

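Most genes that mark NK cells moved little, but several receptors and signaling genes fell along with Gzmb. In a textbook list of NK cell genes that includes those labeled in Fig. 2B, 9 of 40 tested genes were lower and 1 higher at adjusted p under 0.05 (11 and 1 adjusted over the list alone), with a median log2 change of -0.22 (camera adjusted p = 9.89e-05, and 0.205 with an estimated correlation). The fall exceeded 2-fold for Gzmb and for Clnk, an adaptor in receptor signaling, whose RPKM went from 17.7 ± 1.42 (SD, n = 3) to 7.59 ± 0.360 (SD, n = 2; log2 -1.21, SE 0.09, limma adjusted p = 0.00093). Klrb1a, a receptor of the NKR-P1 family, fell from 131 ± 3.84 to 67.9 ± 3.50 (log2 -0.94, adjusted p = 0.00105). Ncr1, which encodes the activating receptor NKp46, went from 981 ± 40.7 to 642 ± 4.55 (log2 -0.61, adjusted p = 0.0251); it was not called without tofacitinib replicate 1 (-0.60, adjusted p = 0.382) or 2 (-0.62, 0.294) or without vehicle replicate 1 (-0.59, 0.132). Of the 40 genes, 13 had a positive change, and the only gene called higher was Angpt1, a growth factor of blood vessels. Angpt1 went from 6.66 ± 0.533 to 11.3 ± 0.0801 (log2 0.76, adjusted p = 0.0055), a call lost without tofacitinib replicate 1 (0.75) or 2 (0.76). Klrd1, which encodes the receptor subunit CD94, was at 592 ± 80.7 and 664 ± 38.3 (adjusted p = 0.480). The mice were BALB/c and the reads were aligned to a C57BL/6 genome, so levels of the Ly49 receptor genes (Klra), which differ between these strains, are not interpreted.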

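Eomes and Tbx21 encode the T-box factors that direct the NK cell program. RPKM of Eomes (mm10 chromosome 9, 118478212 to 118486132) was 195 ± 14.9 (SD, n = 3) with vehicle and 177 ± 5.19 (SD, n = 2) with tofacitinib, a log2 change of -0.14 (SE 0.10, limma adjusted p = 0.406). For Tbx21 (chromosome 11, 97098071 to 97115331) it was 191 ± 21.7 and 151 ± 3.38, a log2 change of -0.33 (SE 0.11, adjusted p = 0.115). For both genes the tofacitinib libraries lay below all 3 vehicle libraries. In a test with simulated changes, this design called 81% of genes with a true log2 change of 1, so a fall of Eomes or Tbx21 by that much would have been detectable in most cases. The paper states that acute inhibition of Janus kinases left NK cell identity as it was, and proposes from this that the gain of signature genes and homeostasis have different requirements.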

**Figure 2:**
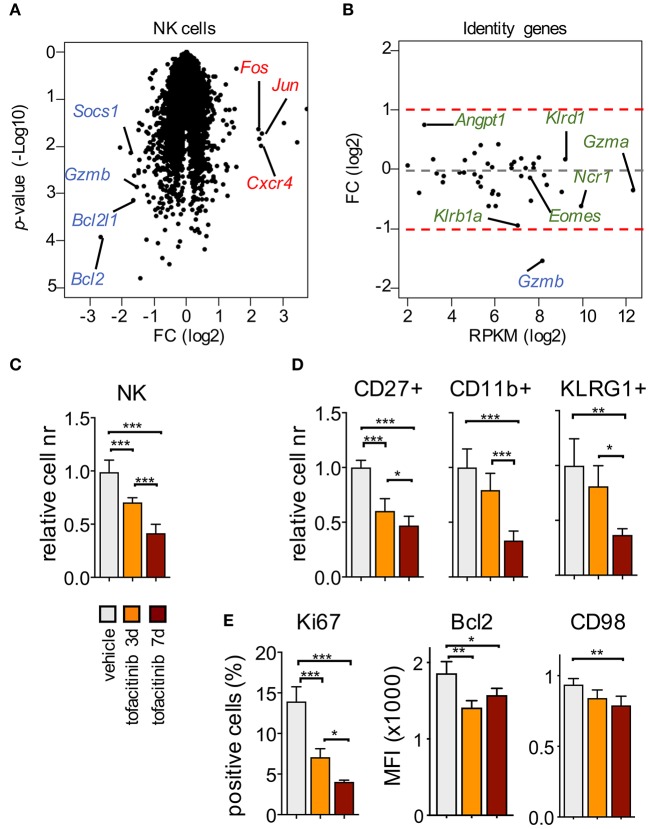
Impact of tofacitinib on the transcriptome and phenotype of splenic NK cells. **(A)** Volcano plot for genes expressed by splenic NK cells isolated from mice treated or not for 1 week with tofacitinib. Representative down-regulated (blue) and up-regulated (red) genes are highlighted. Two mice for treated and three for vehicle were pooled together for each replicate. **(B)** MA plot shows transcript abundance (x axis, mean RPKM in NK cells receiving vehicle) and FC (y axis, log2 of tofacitinib ÷ vehicle) for genes associated with NK cell identity. **(C)** Relative cell number for splenic NKp46^+^ and **(D)** NK cell subsets, defined by CD27, CD11b, or KLRG1 expression, at 3 and 7 days of tofacitinib treatment are shown. **(E)** Expression levels evaluated by flow cytometry for Ki67 (percentage of positive cells), Bcl2 [Mean Fluorescence Intensity (MFI)], and CD98 (MFI) in NK cells at 3 and 7 days of tofacitinib treatment are shown. **(C–E)** Statistics were performed using one-way ANOVA. Two independent experiments were combined (vehicle *n* = 8; 3-days treatment *n* = 5; 7-days treatment *n* = 6), and values were normalized to the mean of vehicle-treated mice for each corresponding experiment. *P < 0.05; **P < 0.01; ***P < 0.001.

To evaluate the effect of tofacitinib treatment on terminal differentiation, we measured the number of NK cells expressing markers associated with distinct maturation stages, namely CD27, CD11b, and KLRG1 (32, 33). To rule out the effects of possible mechanisms of cell adaptation or selection which could occur after the 7-days treatment, mice also received the drug for only 3 days. As shown in Figure 2C, NK cell numbers already started to decrease at the early time point, and to a greater extent at day 7. This reduction was associated with a global alteration of all the NK cell subsets analyzed (Figure 2D), and led, after 7 days of treatment, to a selective decrease of the frequency of terminally differentiated NK cells expressing KLRG1 (Supplemental Figure 2), suggesting that JAK inhibition could have cumulative effects during time either on differentiation or turn-over of this subset.

Finally, we evaluated by flow cytometry the expression levels of selected downregulated genes present in our dataset (Supplemental Table 1), including Ki67 (encoded by *Mki67*) to track cell cycle, Bcl2 for survival and CD98 (as a surrogate for Slc7a5 expression). 

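Slc7a5 encodes a transporter of large neutral amino acids that pairs with the product of Slc3a2 to form CD98. Slc7a5 (mm10 chromosome 8, 121881150 to 121907694) fell from 3.12 ± 0.559 (SD, n = 3) to 1.06 ± 0.0194 RPKM (SD, n = 2), a log2 change of -1.45 (SE 0.20, limma adjusted p = 0.00697), while Slc3a2, named after its values were seen, stayed at 34.7 ± 1.14 and 34.7 ± 0.689 RPKM. Without tofacitinib replicate 1 the call for Slc7a5 was lost (log2 -1.44, adjusted p = 0.0713). In a list of genes of amino acid, polyamine and nucleotide metabolism that holds both, 8 of 24 tested were lower and 0 higher (16 lower adjusted over the list alone), with a median log2 change of -0.35 (camera adjusted p = 4.18e-09, and 0.207 with an estimated correlation). Srm, which makes the polyamine spermidine, fell from 8.80 ± 1.23 to 3.51 ± 0.0561 RPKM (log2 -1.29, adjusted p = 0.00191).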

As shown in Figure 2E, expression of these proteins was significantly affected both at day 3 and 7 after tofacitinib treatment. Among all the parameters analyzed, only Bcl2 was downregulated at higher degree at day 3 than day 7, suggesting that the effect on survival could occur earlier than the effects on proliferation and differentiation.

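RNA of genes that separate mature from immature NK cells hardly shifted in the sorted cells as a whole. The paper counted cells by flow cytometry and reports a lower frequency of KLRG1-expressing NK cells after 7 days. RNA levels of pooled cells do not measure that frequency. Of 10 tested genes of mature NK cells 1 was lower, the chemokine receptor gene Cx3cr1 (1 adjusted over the list alone), and the median log2 change was -0.07 (0.07 after quantile normalization; camera adjusted p = 0.604). Cx3cr1 went from 13.0 to 9.16 RPKM (log2 -0.50, limma adjusted p = 0.0377), a call lost without tofacitinib replicate 1 (-0.39, adjusted p = 0.377) or 2 (-0.61, 0.111) and without vehicle replicate 3 (-0.49, 0.0648). Klrg1, a receptor of the last stages, was at 154 ± 14.7 (SD, n = 3) and 131 ± 1.85 RPKM (SD, n = 2; adjusted p = 0.191), and Cd27, which marks early stages, at 42.3 and 39.8 (adjusted p = 0.603). Among 10 genes of immature NK cells 1 was higher (1 lower and 2 higher adjusted over the list alone), with a median of 0.08 (camera adjusted p = 0.0794; the list was called without vehicle replicate 1, with a median of 0.12, and without tofacitinib replicate 1, with 0.16). That gene was Il7r, the interleukin-7 receptor, which rose from 20.1 ± 1.82 to 48.3 ± 6.80 RPKM (log2 1.25, SE 0.11, adjusted p = 0.00117). It was also the only 1 of 11 tested ILC1 marker genes called higher in NK cells (2 adjusted over the list alone). Of the 11, 10 had a positive log2 change, and the median was 0.18 (camera adjusted p = 0.000785, and 0.207 with an estimated correlation).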

Our results showed that, in contrast to the previously employed genetic models, acute pharmacological inhibition did not alter NK cell identity suggesting differential requirements for acquisition of signature genes vs. homeostasis. Moreover, except for Bcl2, the impact of JAK inhibition on NK cells appeared to be cumulative during the time frame analyzed and encompassed effects on cell cycle as well as survival.

### Redundant Effects of Tofacitinib on the Transcriptional States and Functions of ILC1 and NK Cells

To discriminate possible mechanisms underlying the differential sensitivity to JAKinibs on the homeostatic pool of liver ILC1 and NK cells, we explored the impact of tofacitinib on the transcriptome of ILC1 (Supplemental Table 2). 

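RNA of liver type 1 innate lymphoid cells (ILC1), tissue-resident relatives of NK cells, was sequenced after the same dosing in 3 vehicle and 2 tofacitinib libraries, with 45647066, 61131645 and 61244805 alignments for vehicle and 66914378 and 62010277 for tofacitinib. The legend of Fig. 3 gives more than 10 pooled mice per group. The libraries came from 3 sequencing runs: vehicle replicate 1 stood alone, vehicle replicate 2 shared a run with tofacitinib replicate 1, and vehicle replicate 3 with tofacitinib replicate 2. Libraries of 1 run resembled each other: after the group means were taken off, genes correlated with r = 0.63 and 0.78 within the shared runs. The deviations of the 2 tofacitinib libraries mirror each other by construction, so these values are not 2 separate results. The difference between treatments within each run is therefore printed beside the pooled log2 change of genes named in ILC1, and a fit with run as a block beside it where that changes a call. Such a fit has only 1 residual degree of freedom, so its p-values rest on variance shared across genes and not on a gene's own spread. Vehicle replicate 1, alone in its run, adds nothing to the fit. Its log2 change is therefore the mean of the 2 within-run differences and not a separate result. The run of vehicle replicate 2 and tofacitinib replicate 1 also had lower values, with a median RPKM of 7.58 and 8.94 over the tested genes against 11.9 to 13.2 in the other 3 libraries.

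The 9366 genes tested, the scale and the thresholds were chosen as for NK cells. In ILC1, limma set the variance of almost every gene to a common value (median SE 0.49 log2 units, against 0.10 in NK cells). In simulations only 1% of genes with a log2 change of 1 and 17.2% of those with 2 were called. The simulated libraries varied independently, unlike ILC1 libraries of 1 run, so these shares are approximate. Absence of a call in ILC1 is thus weak evidence. No list of genes was called in ILC1 with an estimated correlation (smallest adjusted p = 0.353).

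Marker transcripts of other cells differed between the libraries. Summed RPKM of neutrophil markers was 157.91 in tofacitinib replicate 1 and 0.18 to 4.59 in the other 4 libraries, and that of erythroid markers 244.88 against 0.95 to 19.76. B cell markers summed to 16.17 and 25 in the tofacitinib libraries and 8.75 to 13.26 in the vehicle libraries, dendritic cell markers to 47.05 and 97.05 against 26.24 to 40.41, and T cell markers to 142.01 and 222.75 against 130.49 to 258.93.

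**Figure D1:**
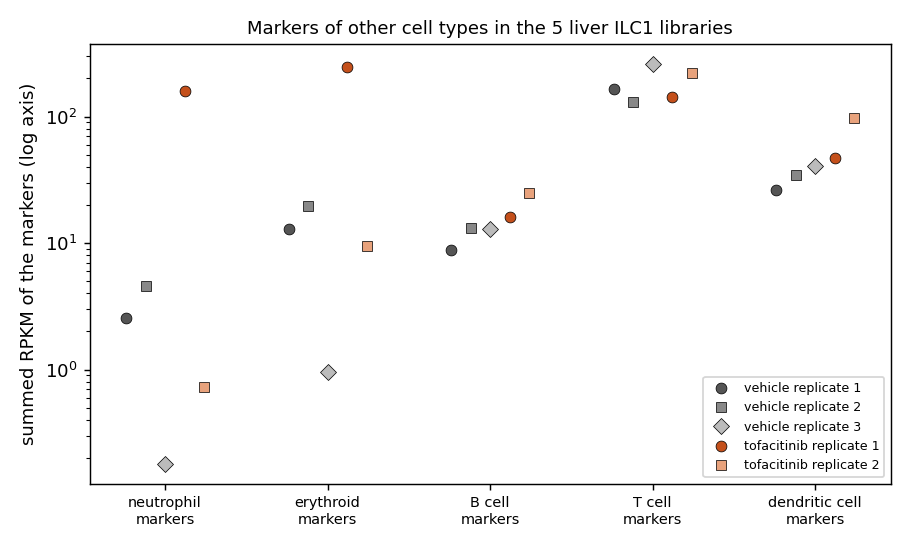
Summed RPKM of marker genes of other cell types in each liver ILC1 library, vehicle (n = 3) and tofacitinib (n = 2), on a logarithmic axis. Values of the same RPKM table are shown without further scaling.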

Similar to what observed in NK cells, transcriptomic changes in ILC1 mainly consisted of a reduction in gene expression (Figure 3A, and Supplemental Table 2). 

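In ILC1, 132 genes were lower and 76 higher with tofacitinib at the study threshold, and 26 lower and 18 higher at adjusted p under 0.05 (limma). Over all 9366 tested genes, both tofacitinib libraries lay outside the range of the vehicle libraries for 5.5% (321 genes below and 194 above); since libraries of a run deviate together, no chance value is set beside this share. With run as a block, 199 genes were lower and 177 higher at the study threshold, and 219 and 186 at adjusted p under 0.05. The excess of lower genes depended on scaling: 59.1% of the called genes were lower in RPKM, and 81.6% (200 of 245) after all libraries were scaled to the same median. Among the 18 called higher genes and the 76 at the study threshold, 8 and 10 belong to lists of other cell types. The 8 are 4 erythroid, 2 neutrophil, 1 B cell and 1 dendritic cell gene. With the listed genes left out, the counts were 23 lower and 7 higher called, and 131 and 66 at the study threshold. The lists do not hold all such genes: the hemoglobin genes Hbb-b1 and Hbb-b2 and the B cell gene Fcmr were also called higher and are in none of them.

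The largest fall was that of F2rl2 (mm10 chromosome 13, 95696853 to 95702739), a receptor of the protease-activated family, from 18.1 ± 5.59 (SD, n = 3) to 2.66 ± 0.303 RPKM (SD, n = 2; log2 -2.67, SE 0.48, adjusted p = 2.78e-05). Within the 2 shared runs F2rl2 changed by -2.21 and -2.82, and its call was lost without vehicle replicate 1 (-2.51, adjusted p = 0.0612) or tofacitinib replicate 1 (-2.56, 0.145). Serpina3f (chromosome 12, 104214544 to 104221129), a protease inhibitor gene, fell from 20.8 ± 3.99 to 4.35 ± 0.237 (log2 -2.21, adjusted p = 0.00309; -1.93 and -2.29 within runs), a call lost without vehicle replicate 1 (-2.11, 0.501) or 3 (-2.15, 0.117) and without tofacitinib replicate 1 (-2.16, 0.507) or 2 (-2.27, 0.181).

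The 44 called genes became 14 without vehicle replicate 1, 141 without vehicle replicate 2, 15 without vehicle replicate 3 and 8 without tofacitinib replicate 1. At the study threshold the lower genes became 63 without vehicle replicate 1 and 522 without vehicle replicate 2, and the higher genes 41 without vehicle replicate 1. With each gene's own variance 91 genes were lower and 12 higher at the study threshold and 0 were called.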

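The genes that rose in ILC1 included Tcf7 (mm10 chromosome 11, 52252371 to 52283014), which encodes the transcription factor TCF-1. Its RPKM went from 18.6 ± 5.59 (SD, n = 3) to 55.2 ± 16.7 (SD, n = 2), a log2 change of 1.58 (SE 0.52) that passed the study threshold with an adjusted p of 0.260 (limma). Within the shared runs the changes were 1.83 and 1.63. With run as a block the change was 1.73, the mean of these 2 (limma adjusted p = 8.75e-12, which leaves out the gene's own spread). Il7r, the receptor of interleukin-7, went from 25.1 ± 7.49 to 104 ± 69.6 RPKM (log2 1.91, adjusted p = 0.0557; 1.70 and 2.28 within runs; called with run as a block, log2 1.99, and without vehicle replicate 2, log2 1.65 and adjusted p = 0.00909). Both belong to a list of genes of FOXO, a factor held back by growth signals, and of quiescence: of 18 tested members 1 was higher (7 adjusted over the list alone; 11 with run as a block), with a median log2 change of 0.85 (camera adjusted p = 3.02e-22, and 0.353 with an estimated correlation), which was 0.57 without vehicle replicate 2, 1.34 without tofacitinib replicate 1 and 0.45 without tofacitinib replicate 2. Cd74, which encodes the chaperone of MHC class II and belongs to the dendritic cell markers that summed to more in both tofacitinib libraries, went from 10.3 ± 4.66 to 29.1 ± 15.9 RPKM (adjusted p = 0.290; log2 0.57 and 1.54 within runs; called without vehicle replicate 2, log2 1.67, and with run as a block, log2 1.05).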

Among the few significantly up-regulated genes, only *Tcf7*, a transcription factor expressed by ILC progenitors and required for the development of the whole ILC compartment (34), reached high expression levels of 54 RPKM and a FC higher than 2. Similarly to what we observed in NK cells, genes involved in survival (*Bcl2*), function (*Gzmb*), and proliferation (*Mki67*) were mainly down-regulated in ILC1.

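In ILC1, RNA of Bcl2 and of Gzmb fell by more than 2 log2 units. Bcl2 went from 62.9 ± 23.3 (SD, n = 3) to 11.5 ± 4.40 RPKM (SD, n = 2), a log2 change of -2.43 (SE 0.52, limma adjusted p = 0.00172), with -2.23 and -2.56 within the shared runs. Gzmb went from 437 ± 203 to 72.5 ± 38.2 (log2 -2.58, SE 0.55, adjusted p = 0.00172), with -2.38 and -2.69 within runs. Neither call held without vehicle replicate 1 (-2.39, adjusted p = 0.326, for Bcl2; -2.53, 0.326, for Gzmb), vehicle replicate 3 (-2.17, 0.220; -2.25, 0.320) or tofacitinib replicate 1 (-2.03, 0.848; -2.02, 0.848). Mki67 went from 5.78 ± 1.31 to 2.07 ± 1.06 RPKM (log2 -1.51, SE 0.46), which passed the study threshold with an adjusted p of 0.148. The changes within runs were -0.64 and -2.33; the adjusted p was 8.16e-08 with run as a block (log2 -1.49) and 0.0014 without vehicle replicate 2 (-1.68).

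Of 34 tested S phase genes 2 were lower, Cdca7 and Rrm2 (4 adjusted over the list alone; 9 with run as a block), with a median log2 change of -0.38 (camera adjusted p = 4.68e-14, and 0.375 with an estimated correlation). Of 30 tested G2/M genes 1 was lower, the cyclin gene Ccnb2 (5 adjusted over the list alone; 10 with run as a block), with a median of -0.25 (camera adjusted p = 4.45e-11, and 0.353 with an estimated correlation). Without tofacitinib replicate 1 the S phase and G2/M medians were -0.10 and 0.09, without tofacitinib replicate 2 -0.69 and -0.48, and without vehicle replicate 2 -0.66 and -0.44; the G2/M median was -0.14 without vehicle replicate 1 and -0.08 without vehicle replicate 3. Ccnb2 fell from 2.70 ± 0.136 to 0.598 ± 0.218 RPKM (log2 -2.04, adjusted p = 0.00309). The changes within runs were -1.75 and -2.28 for Ccnb2, -1.71 and -2.17 for Cdca7 and -1.32 and -1.86 for Rrm2. Cdca7, Rrm2 and Ccnb2 all lost their calls without tofacitinib replicate 1 (log2 -1.86, -1.67 and -2.36; adjusted p = 0.641, 1.00 and 0.145) or 2 (-2.12, -1.79 and -1.72; 0.189, 0.778 and 0.999), and without vehicle replicate 1 (-1.94, -1.59 and -2.02; 0.409, 1.00 and 0.151) or 3 (-1.84, -1.63 and -2.08; 0.272, 0.663 and 0.101). Among 14 genes of effector molecules only Gzmb was lower (1 adjusted over the list alone; 4 with run as a block), with a median of -0.40 (camera adjusted p = 2.73e-07, and 0.387 with an estimated correlation); the median was -0.00 without tofacitinib replicate 1, -0.98 without tofacitinib replicate 2, -0.66 without vehicle replicate 2 and -0.18 without vehicle replicate 3.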

**Figure 3:**
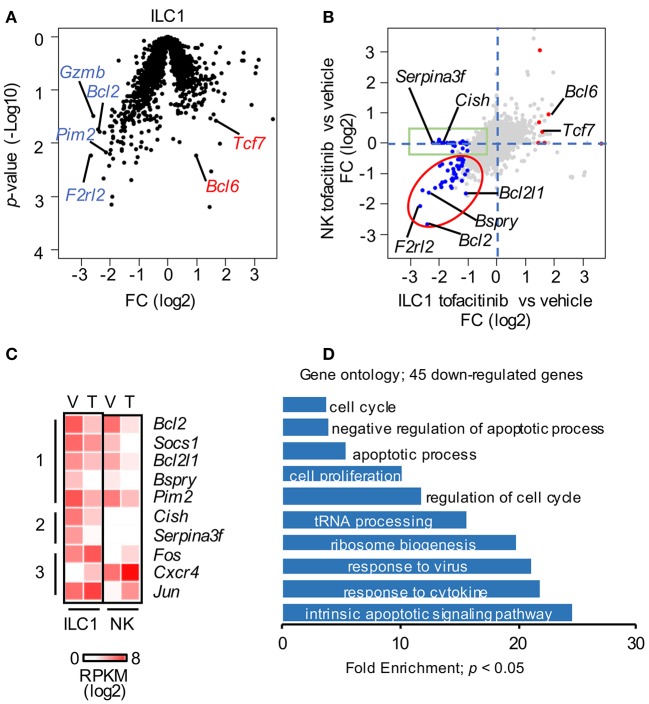
Redundant effect of tofacitinib on ILC1 and NK cell transcriptomes. **(A)** Volcano plot for genes expressed by liver ILC1 isolated from mice treated or not for 1 week with tofacitinib. Representative down-regulated (blue) and up-regulated (red) genes are highlighted. **(B)** Scatter plot comparing the effects of tofacitinib on NK and ILC1. Genes significantly (*p* < 0.05) up-regulated (FC > 2) and down-regulated (FC < 0.5) in ILC1 are highlighted in red and blue, respectively. **(C)** Expression of selected genes in liver and splenic NK cells is depicted by heatmap, comparing mice administered with vehicle or tofacitinib. **(D)** Forty-five down-regulated genes in ILC1 having RPKM > 5; FC < 0.5; *p*-value < 0.05 were selected for GO. Only GO terms with a *p*-value < 0.05 are represented. More than 10 mice for each group (vehicle and tofacitinib) were pooled.

To define distinct and shared genes affected by JAK inhibition on ILC1 and NK cells, we compared the two datasets highlighting the genes up- and down-regulated in ILC1 (FC > 2; *p*-value < 0.05). 

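Of the 132 genes lower in ILC1 at the study threshold, 91 were tested in both cell types, and 87 of these (95.6%) had a negative log2 change in NK cells, against 52.5% of all other genes tested in both (two-sided Fisher's exact test p = 1.09e-19, with genes that are not independent of each other). The median NK log2 change of the 91 genes was -0.75; 50 were lower in NK cells at the study threshold and 58 at adjusted p under 0.05 (limma). Of the 76 genes higher in ILC1, 66 were tested in both, and 56 (84.8%) had a positive change in NK cells, against 46.8% of the others (Fisher's exact test p = 2.08e-10). Across the 8981 genes tested in both cell types, log2 changes correlated with a Pearson r of 0.595 and a Spearman rho of 0.599, a relation across genes and not across animals. The vehicle libraries of ILC1 and NK cells are separate, so that no shared control library can produce this relation. Whether the spleen and liver cells came from the same mice is not stated, so differences between animals common to both tissues remain possible. Without ILC1 tofacitinib replicate 1 the share was 71.4%.

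Bspry (mm10 chromosome 4, 62480053 to 62497298), a gene with B-box and SPRY domains, fell in both: from 11.4 ± 4.33 (SD, n = 3) to 2.04 ± 0.299 RPKM (SD, n = 2) in ILC1 (log2 -2.35, SE 0.47, adjusted p = 0.000453) and from 5.75 ± 0.590 to 1.79 ± 0.331 in NK cells (log2 -1.63, SE 0.15, adjusted p = 0.00177). In ILC1 its changes within runs were -1.49 and -2.95, and the call was lost without vehicle replicate 1 (-2.22, adjusted p = 0.192) or 3 (-2.12, 0.0930) and without tofacitinib replicate 1 (-2.49, 0.145) or 2 (-2.21, 0.163).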

As shown in Figure 3B, most of the genes down-regulated in ILC1 followed a similar trend in NK cells (red ellipse), including *Bcl2, Bcl2l1*, or *Bspry* (Figure 3C, group 1). Moreover, we observed a discrete fraction of genes that was selectively down-regulated in ILC1 (green box). This group was enriched with genes specifically expressed on ILC1. Among these genes, *Cish*, which encodes for cytokine-inducible SH2 containing protein (CIS), was constitutively expressed on ILC1 and decreased upon *in vivo* treatment with tofacitinib (Figure 3C, group 2). 

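Of the 132 genes lower in ILC1, 82 were not lower in NK cells at the study threshold. Of these, 41 were too low in NK cells to be tested there, and 38 of those 41 had a negative log2 change in the NK table. The changes of the 41 ranged from -2.45 (Cish) to 0.22 (Pdcd1). Some were near 0 at very low levels, such as Epcam (-0.04, vehicle mean 0.0957 RPKM). The sign alone is thus weak evidence, and the share of negative changes among other genes of low level in NK cells was not computed. A direct test of the difference between the changes in ILC1 and NK cells, a joint limma fit, called Stmn1 and Tasp1 among the 91 genes tested in both. In simulations that test called 6.1% of true differences of 1 log2 unit, so absence of a call is weak evidence. Stmn1, which encodes a protein that takes microtubules apart in dividing cells, went from 45.4 ± 5.52 (SD, n = 3) to 14.7 ± 4.92 RPKM (SD, n = 2) in ILC1 and from 113 ± 14.6 to 156 ± 4.15 in NK cells (difference of log2 changes -2.12, SE 0.50, adjusted p = 0.0123; -1.81 and -1.47 within the shared runs of ILC1). Tasp1, which encodes a protease, went from 24.1 ± 7.07 to 5.97 ± 2.37 in ILC1 and from 2.03 to 2.24 in NK cells (difference -2.13, SE 0.45, adjusted p = 0.00208; -1.94 and -1.996 within runs). Both genes were named after their values were seen.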

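Of the 132 genes, 60 (45.5%) had at least 2-fold higher RPKM in vehicle ILC1 than in vehicle NK cells, against 571 of all 9366 genes tested in ILC1 (6.1%). The share was 61% (50 of 82) for the genes not lower in NK cells and 20% (10 of 50) for those lower in both. Most of this contrast follows from the selection, since 37 of the 60 genes were not tested in NK cells because of their low level there; among the genes tested in NK cells and not lower there, the share was 31.7% (13 of 41). Among the 76 genes higher in ILC1 the share was 15.8% (12). The vehicle values of ILC1 enter both the fall and this ratio. In a check chosen after the values were seen, the fall was computed without 1 vehicle library and the level was taken from that library alone: the share among lower genes was 61.9% (39 of 63) with vehicle replicate 1, 17.8% (93 of 522) with 2 and 48% (49 of 102) with 3, against 6.9%, 4.5% and 7.1% of all tested genes and 17.1%, 38.1% and 16.9% of the higher genes. Cdh17, which encodes a cadherin of cell adhesion, is one of these: 2.19 ± 0.939 RPKM (SD, n = 3) in vehicle ILC1 and 0.0924 in vehicle NK cells. The ILC1 and NK tables were normalized separately, so levels are set side by side without a test.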

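RPKM of Cish (mm10 chromosome 9, 107296026 to 107302784), a feedback inhibitor of cytokine receptors that STAT5 induces, was 38.4 ± 15.2 (SD, n = 3) in vehicle ILC1 and 9.37 ± 1.43 (SD, n = 2) after tofacitinib, a log2 change of -1.94 (SE 0.51, limma adjusted p = 0.0348). Within the shared runs the changes were -1.02 and -2.56. The call was lost without vehicle replicate 1 (-1.79, adjusted p = 1.00) or 3 (-1.71, 0.900) and without tofacitinib replicate 1 (-2.09, 0.641) or 2 (-1.78, 1.00). NK cells had 1.42 ± 0.236 RPKM with vehicle and 0.176 ± 0.0310 with tofacitinib, below the level needed for testing; with no filter on level the log2 change in NK cells was -2.45 (SE 0.24, adjusted p = 0.0998), and the difference of the changes in ILC1 and NK cells 0.51 (SE 0.50).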

Among the up-regulated genes, *Bcl6* was also induced in NK cells; and vice-versa, genes up-regulated in NK cells, such as, *Fos* and *Jun* followed a similar trend in ILC1 (Figure 3C, group 3).

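Bcl6 (mm10 chromosome 16, 23965052 to 23988852), which encodes a transcriptional repressor, rose in both cell types. In NK cells it went from 5.32 ± 0.575 (SD, n = 3) to 10.3 ± 0.200 RPKM (SD, n = 2; log2 0.95, SE 0.11, limma adjusted p = 0.00387; 0.97 and 0.0521 without tofacitinib replicate 1), and in ILC1 from 1.84 ± 0.346 to 6.79 ± 2.17 (log2 1.81, SE 0.46, adjusted p = 0.0220). The ILC1 changes within runs were 1.68 and 2.21, and the call was lost without vehicle replicate 1 (1.95, adjusted p = 0.496) or 3 (1.77, 0.351) and without tofacitinib replicate 1 (2.13, 0.327) or 2 (1.48, 1.00).

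Fos (chromosome 12, 85473890 to 85477273) and Jun (chromosome 4, 95049034 to 95052222) encode the subunits of AP-1, a factor that cells induce within minutes of a stimulus. In NK cells Fos rose from 1.69 ± 0.824 to 7.91 ± 1.94 RPKM (log2 2.24, SE 0.33, adjusted p = 0.00987) and Jun from 4.84 ± 2.18 to 24.4 ± 7.69 (log2 2.36, SE 0.31, adjusted p = 0.0055), and neither call held without tofacitinib replicate 1 (1.99 and 2.04, adjusted p = 0.108 and 0.0521). In ILC1, where vehicle levels were higher, Fos went from 31.6 ± 15.4 to 74.5 ± 57.4 RPKM (log2 1.08, adjusted p = 1.00) and Jun from 45.0 ± 14.5 to 97.4 ± 51.0 (log2 1.06, adjusted p = 1.00). The changes within runs were 0.54 and 1.22 for Fos and 1.04 and 1.19 for Jun; with run as a block they were 0.88 (adjusted p = 0.00441) and 1.12 (4.09e-05).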

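Among the 132 genes lower in ILC1 at the study threshold, 12 of the 30 tested genes of the type I interferon response (Fisher's exact test, two-sided, adjusted p = 4.38e-14), 9 of 16 STAT5 targets (1.49e-12), 8 of 30 G2/M genes (2.41e-08), 6 of 34 S phase genes (1.93e-05) and 2 of 6 antiapoptotic genes (0.00692) were found, where all 9366 tested genes were the background. Of 20 genes of the interferon gamma response 1 was found (0.421), and of 7 proapoptotic genes 0 (1.00). The type I interferon genes encode antiviral proteins; their median log2 change was -0.78 (camera adjusted p = 5.12e-33, and 0.353 with an estimated correlation), and 3 were called lower (10 adjusted over the list alone; 14 with run as a block). STAT5 targets had a median of -1.16 (camera adjusted p = 3.49e-39, and 0.353 with an estimated correlation) with 5 called lower (8 adjusted over the list alone; 12 with run as a block). For interferon gamma genes the median was -0.33 (camera adjusted p = 0.000298, and 0.613 with an estimated correlation). Of these genes limma called 0 (0 adjusted over the list alone, and 1 lower with run as a block). The lists overlap each other and Supplemental Table 2, and gene sets replace the GO terms of Fig. 3D here.

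**Figure D2:**
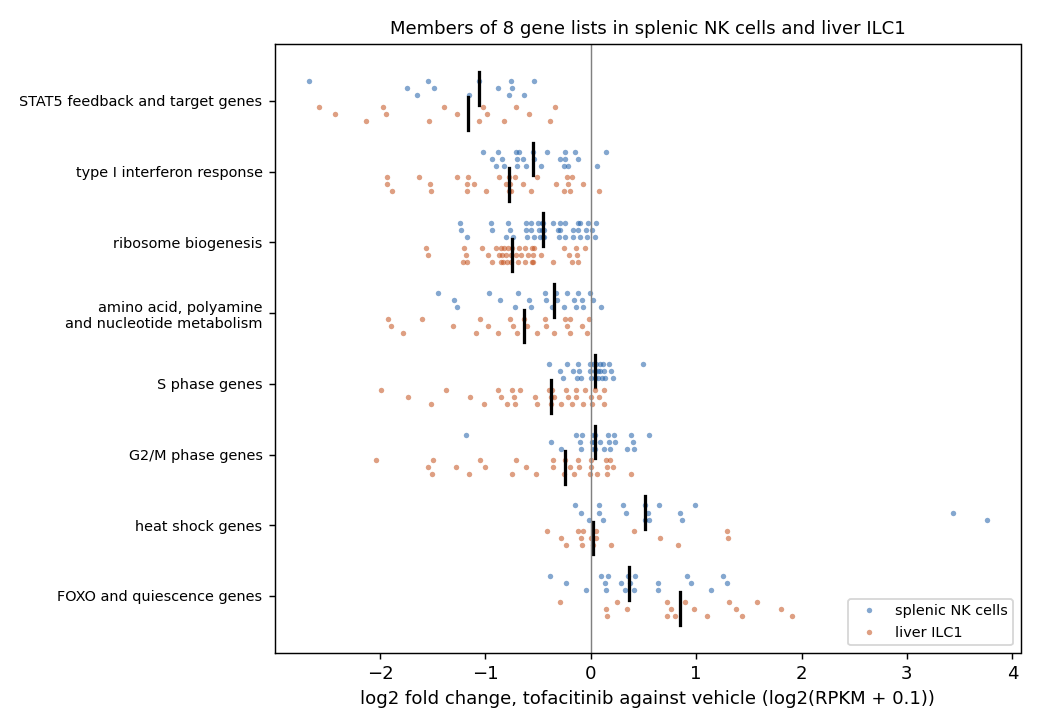
Log2 change with tofacitinib of each tested member of 8 gene lists in splenic NK cells (blue) and liver ILC1 (orange), computed from log2(RPKM + 0.1) of 3 vehicle and 2 tofacitinib libraries each. Black bars are medians.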

Gene ontology (GO) analysis showed that transcripts regulating the response to cytokines/virus, cell cycle and the apoptotic pathway were enriched among the tofacitinib targets in ILC1 (Figure 3D). Thus, we sought to measure whether administration of tofacitinib for 7 days differentially affected the ability to produce IFN-γ, as well as, the expression of Ki67 and Bcl2 in liver ILC1 and NK cells. To evaluate the production of IFN-γ, liver cells were isolated both from untreated and tofacitinib-treated mice and stimulated with PMA/Ionomycin, IL-2/IL-12, or IL-12/IL-18. As shown in Figure 4A, a 7-days treatment with tofacitinib reduced the ability of NK cells to produce IFN-γ upon PMA/Ionomycin stimulation, while the potential of NK cells and ILC1 to respond to cytokines was not altered. These data suggest that the pharmacological block has limited effects on the cell intrinsic abilities to produce IFN-γ (Figure 4A).

**Figure 4:**
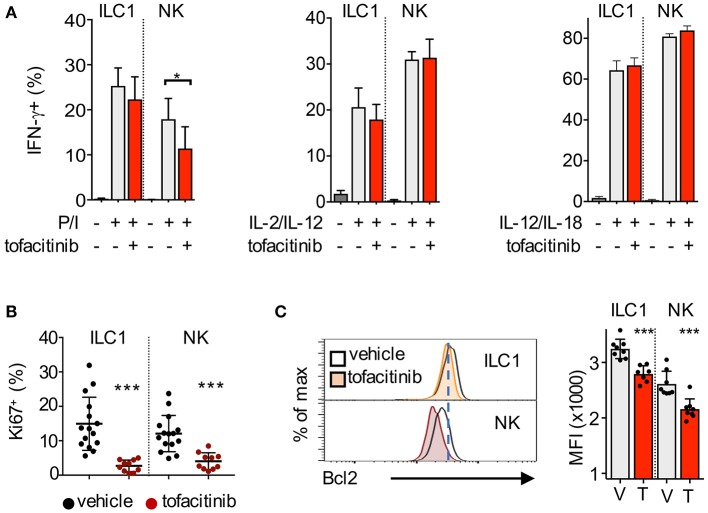
Impact of tofacitinib treatment on the functions of NK cells and ILC1. **(A)** Bar graphs show the percentage of IFN-γ-positive ILC1 and NK cells, quantified by flow cytometry, after 2 h stimulation with PMA/Ionomycin (P/I), or 6 h stimulation with IL-2/IL-12 or IL-12/IL-18, in mice treated or not for 1 week with tofacitinib. Two experiments were combined. **(B)** Percentage of Ki67-positive ILC1 and NK cells isolated from liver after 7 days administration of tofacitinib or vehicle. **(C)** Representative histogram plots (left panel) and bar graphs (MFI, right panel) show Bcl2 protein expression in ILC1 and NK cells from mice treated with tofacitinib or vehicle. *P < 0.05; ***P < 0.001.

Next, we tracked the levels of Ki67 and Bcl2 expression on liver ILC1 and NK cells after 7-days treatment with tofacitinib. Contrary to the impact observed on the homeostatic pools of both subsets, tofacitinib inhibited Ki67 expression at greater degree in ILC1 than in NK cells (Figure 4B). As shown above for splenic NK cells, the effects of tofacitinib on liver ILC1 were already detectable at day 3 and greater at day 7 after treatment (Supplemental Figure 3A). These data provide evidence for the role of JAKinbs in regulating the overall proliferative states of both ILC1 and NK cells, *in vivo*. Relative to Bcl2 expression, we observed that tofacitinib inhibited this protein in both subsets (Figure 4C). However, the expression levels of Bcl2 in liver ILC1 isolated from both untreated and tofacitinib-treated mice exceeded those observed in untreated NK cells, suggesting that the relatively high levels of Bcl2 on ILC1 might be responsible for the limited effect of JAKinibs on the homeostatic pool of these cells.

Altogether, we showed that the effects of JAK inhibition on ILC1 and NK cells appeared redundant at the transcriptional and functional level, with genes involved in survival and proliferation being mainly affected.

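A joint limma fit of the difference between the log2 change in ILC1 and that in NK cells called 13 of 8981 genes at adjusted p under 0.05, 9 with a more positive and 4 with a more negative change in ILC1. Of the 9, 6 were hemoglobin genes. With run or letter as a block the number was 47, with median scaling 2 and with no filter 0. Bcl2, Bcl2l1 and Mki67 were not among the 13: the difference was 0.24 (SE 0.48) for Bcl2, 0.59 (SE 0.47) for Bcl2l1 and -0.32 (SE 0.45) for Mki67, each with an adjusted p of 1.00. The difference of Gzmb was -1.04 (SE 0.51, adjusted p = 1.00). With run or letter as a block, differences were called for Gzmb (adjusted p = 0.0439), Fos (4.36e-09), Jun (6.44e-08), Tcf7 (0.00012) and Socs1 (0.00477). In the fit without the block, the difference was -1.16 for Fos, -1.30 for Jun, 1.20 for Tcf7 and 0.73 for Socs1, and none of them was called. With standard errors near 0.5 log2 units, differences of 2-fold between the cell types remain possible for each of these genes. In simulations with libraries that varied independently, 6.1% of true differences of 1 log2 unit and 64.9% of 2 were called. The 13 genes became 8 without NK vehicle replicate 1 or NK tofacitinib replicate 1, 3 without ILC1 vehicle replicate 2, 21 without ILC1 tofacitinib replicate 1 and 20 without ILC1 tofacitinib replicate 2. The paper proposes that the effects of JAK inhibition on ILC1 and NK cells are redundant in transcription and function, and mainly concern genes of survival and proliferation.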

### Basal Expression Levels of Bcl2 Are Linked to the Outcome of JAKinibs on the Homeostatic Numbers of ILC1 and NK Cells

The impact of Bcl2 family members in regulating NK cell survival has been previously addressed using genetic models, which have demonstrated that *Bcl2* and *Mcl1* have non-redundant roles in regulating NK cell survival (35–37), while *Bcl2l1* is dispensable (35). In NK cells, Bcl2 is down-regulated when STAT5 signaling is altered (25, 38), and its overexpression can rescue the effects on the NK cell pool associated with *Stat5* deficiency (39). 

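Of the family of Bcl2, Mcl1 (mm10 chromosome 3, 95658788 to 95663176), an antiapoptotic member with a short-lived protein, kept its RNA level under tofacitinib in NK cells, while the estimate in ILC1 was too wide to exclude a change of 2-fold. RPKM was 128 ± 4.57 (SD, n = 3) and 134 ± 2.99 (SD, n = 2) in NK cells (log2 0.06, SE 0.08, limma adjusted p = 0.676) and 117 ± 44.2 and 133 ± 63.6 in ILC1 (log2 0.17, SE 0.54, adjusted p = 1.00; 0.25 and 0.13 within the shared runs). Bcl2l1 in ILC1 went from 25.2 ± 6.77 to 11.7 ± 1.40 RPKM (log2 -1.06, SE 0.50), past the study threshold with an adjusted p of 1.00; the changes within runs were -0.71 and -1.26, and with run as a block the change was -0.99 (adjusted p = 0.00088). Of 6 tested antiapoptotic genes 2 were lower in NK cells (2 adjusted over the list alone; camera adjusted p = 0.0217, and 0.205 with an estimated correlation; not called without vehicle replicate 3, with a median of -0.28) and 1 in ILC1 (1 adjusted over the list alone; camera adjusted p = 0.00229, and 0.401 with an estimated correlation; not called after median scaling or quantile normalization of the libraries or with no filter on level), with medians of -0.13 and -0.03; the latter was 0.36 without ILC1 tofacitinib replicate 1.

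Genes that promote cell death moved in both directions in NK cells. Bbc3 (PUMA) rose from 26.0 ± 1.95 to 42.1 ± 0.141 RPKM (log2 0.70, adjusted p = 0.00444) and Bcl2l11 (BIM; chromosome 2, 128126038 to 128162547) from 18.9 ± 0.797 to 26.7 ± 0.458 (log2 0.50, adjusted p = 0.0107), while Bid fell (log2 -0.51, adjusted p = 0.0321). None of the 3 calls held without tofacitinib replicate 1 (0.70, 0.49 and -0.46; adjusted p = 0.0713, 0.177 and 0.310), and without tofacitinib replicate 2 those of Bcl2l11 (0.52, 0.113) and Bid (-0.55, 0.160) were lost, as was that of Bid without vehicle replicate 1 (-0.53, 0.0734). The 7 tested proapoptotic genes had a median of -0.16 and a mean of 0.02 in NK cells (1 lower and 2 higher, 2 and 2 adjusted over the list alone; camera adjusted p = 0.952). In ILC1 limma called 0 of the 7 (0 adjusted over the list alone), with a median of -0.13 and a mean of 0.0042 (camera adjusted p = 0.888). With run as a block 1 was lower and 1, Bbc3, higher. Bbc3 went from 7.14 ± 2.52 to 16.8 ± 10.0 RPKM (log2 1.15, adjusted p = 1.00, with 1.15 and 1.56 within runs and 1.36 with run as a block).

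**Figure D3:**
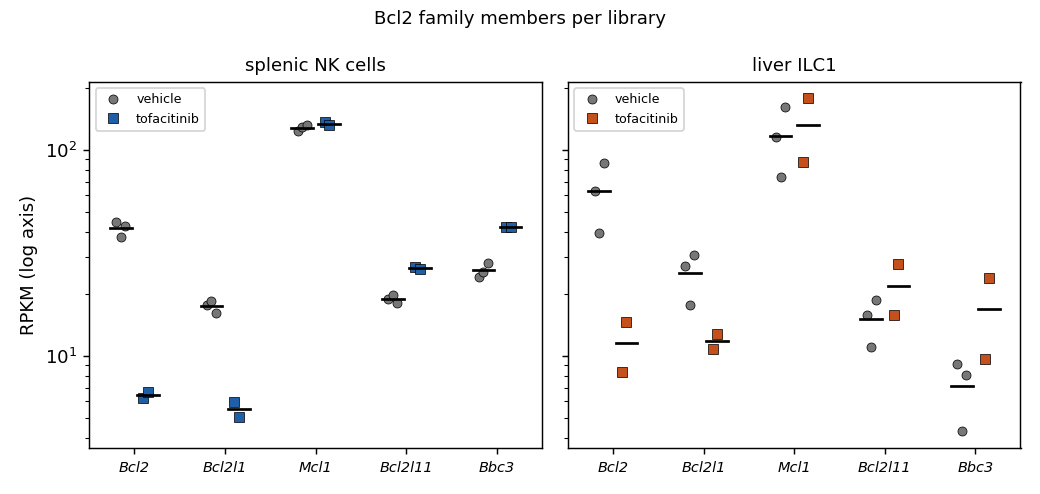
RPKM of 5 genes of the Bcl2 family in each library of splenic NK cells and liver ILC1, vehicle (n = 3) and tofacitinib (n = 2), on a logarithmic axis. Bars are group means, and the tables of the 2 cell types were normalized separately.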

In our dataset, the antiapoptotic genes *Bcl2* and *Bcl2l1* were both downregulated in ILC1 and NK cells, while *Mcl1* expression was not altered by tofacitinib treatment, implying differential mechanisms of homeostatic regulation for these three members of the Bcl2 family.

Given that Bcl2 protein was expressed at higher levels by liver ILC1, from both untreated and tofacitinib-treated mice, compared to untreated NK cells, we hypothesized that the differential effect of tofacitinib on the size of the two subsets was dependent on their distinct ability to survive after perturbation of Bcl2 function. To test this hypothesis, we treated mice with oral administration of a Bcl2 specific blocker, namely ABT-199 (Venetoclax) for 7 days (40, 41). We first analyzed whether the pharmacological block of Bcl2 had parallel effects compared with those observed in genetic models by evaluation the impact of ABT-199 on splenic NK cells. As shown in Figure 5A, ABT-199 administration induced a global decrease of the number of splenic NK cells. In addition, treatment mainly affected the number of more differentiated subsets defined according CD27 and CD11b expression (Figure 5B). These observations were in line with the low Bcl2 expression levels observed in mature CD11b^+^ NK cell subsets (Supplemental Figure 3B) and with previous evidence in mice showing major defects in mature NK cells associated with the ablation of *Bcl2* gene.

**Figure 5:**
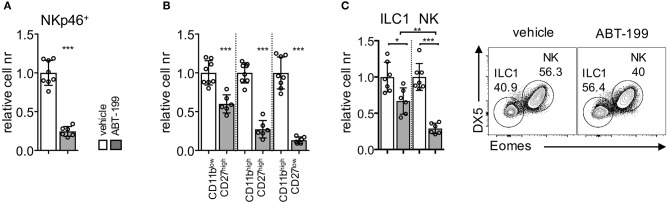
ABT-199 treatment differentially affects the homeostatic pool of liver ILC1 and NK cells. Mice were dosed orally with ABT-199 or vehicle daily for 7 days. **(A)** Relative cell numbers of splenic NK cells and **(B)** NK cell subsets (dissected based on CD27 and CD11b expression) are shown. **(C)** Liver ILC1 and NK cells in mice untreated or treated for 7 days with ABT-199 (Venetoclax) or vehicle are depicted. Two experiments were combined (vehicle *n* = 8; ABT-199 *n* = 6), and values were normalized to the mean of vehicle-treated mice for each corresponding experiment. One-way ANOVA was applied. *P < 0.05; **P < 0.01; ***P < 0.001.

Having established the impact of ABT-199 administration on splenic NK cells, we next analyzed its effect on the liver subsets. As shown in Figure 5C, treatment with ABT-199 led to a significant decrease of both liver ILC1 and NK cells. However, the number of the NK cell pool was affected at a higher degree in comparison to the number of ILC1, indicating that the higher levels of Bcl2 present on ILC1 provided an advantage in term of survival as compared to NK cells.

Altogether we showed that pharmacological inhibition of Bcl2 in mice recapitulated the effects observed using genetic models targeting Bcl2, consisting in a major loss of more differentiated NK cells. Moreover, we provided evidence for a differential effect of Bcl2 inhibition in ILC1 and NK cells, the latter being more sensitive to ABT-199 treatment.

## Discussion

To better understand the impact of JAK inhibition in regulation of NK cells and ILC homeostasis, we have administered JAKinibs to mice at doses comparable to the range approved for clinical use. The first unexpected finding we observed was the differential impact of JAKinibs on the homeostasis of NK cells and ILC1. This was unanticipated because both subsets were highly affected when *Jak3* and *Stat5* were targeted by genetic approaches in mice (20, 25). Mechanistically, we speculated that the limited effect of JAKinibs on the pool of ILC1 was linked to their higher expression levels of Bcl2 compared to NK cells. This hypothesis is supported by the higher sensitivity of NK cells compared to ILC1, in respect to the pharmacological block of Bcl2.

Along with survival, the cell cycle of both NK cells and ILC1 was highly affected by tofacitinib treatment; the drastic reduction of cells in the G1-S-M phase associated with the low frequency of Ki67^+^ cells outline the pivotal role of JAK signals in regulating the proliferation of these prototypical subsets *in vivo*, and can also contribute to the decrease of their homeostatic number. Interestingly, this aspect, although inferred by results obtained using *in vitro* systems, had remained unexplained by employing genetic approaches, *in vivo*.

The effects observed on the pool of bone marrow NK cells and their precursors represent another possible factor contributing to the to the decreased number of NK cells in other organs. In this regard, tofacitinib treatment induces an increase of the chemokine receptor CXCR4, which could alter mechanisms of bone marrow retention of NK cells (42, 43). 

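Cxcr4 (mm10 chromosome 1, 128588199 to 128592293), which encodes the receptor that holds blood cells in the bone marrow, had one of the largest rises in splenic NK cells. Its RPKM went from 42.8 ± 14.4 (SD, n = 3) to 207 ± 2.30 (SD, n = 2), a log2 change of 2.33 (SE 0.24, limma adjusted p = 0.00244). In liver ILC1 it went from 2.71 ± 0.795 to 13.2 ± 11.0 (log2 1.98, SE 0.46, adjusted p = 0.00866), with 1.27 and 2.50 within the shared sequencing runs. The ILC1 call was lost without tofacitinib replicate 2 (1.01, adjusted p = 1.00) and without vehicle replicate 1 (1.89, 0.781) or 3 (2.20, 0.0662). These libraries hold spleen and liver cells, so levels in bone marrow NK cells are not analysed here.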

Despite the differences on the homeostatic numbers, the effect of JAK inhibition at the transcriptional level was similar for both NK cells and ILC1, with a main reduction of the expression of JAK-targets. No major changes in genes defining the NK cell identity were observed, indicating a differential role for JAK-dependent signals in regulating acquisition of identity and homeostasis. Among the few upregulated genes, we found the transcription factors *Bcl6, Tcf1, Fos*, and *Jun*. These TFs could be usually repressed by JAK-signals or, alternatively, up-regulated after tofacitinib treatment allowing cells to adapt to deprivation of JAK-dependent signals. The expression of Bcl6 has been related to mechanisms of ILC plasticity, involving suppression of ILC3 genes and promotion of NK/ILC1 specific programs (44). Although transitions of NK cells toward an ILC1-like phenotype occur both under physiological and pathological conditions, we did not observe alterations of ILC1 markers, such as Trail and CD49a, in NK cells after treatment (data not shown). Thus, the higher expression of Bcl6 in both NK cells and ILC1 after tofacitinib treatment might be part of a circuit reinforcing NK/ILC1 phenotypes in absence of proper levels of JAK-dependent signals.

While most of the genes followed a common transcriptional trend in NK cells and ILC1 upon tofacitinib treatment, *Cish* represented one of the few exceptions, being differentially targeted by tofacitinib in the two type 1 subsets. As recently reported, the homeostatic expression of *Cish* is very low in NK cells but increases rapidly following IL-15 stimulation (45). Since *Cish* levels were downregulated after *in vivo* treatment with tofacitinib, the constitutive expression of *Cish* in ILC1, instead, could be dependent on the high levels of JAK-dependent signals acting on these tissue-resident cells.

Moreover, we noticed that most of the effects observed in NK cells at day 7 after treatment were also present at an earlier time point. However, the impact of JAK inhibition on NK cells appeared to be cumulative, within the time frame analyzed, in terms of cell numbers, maturation stages and proliferation, with Bcl2 representing the only exception. Thus, our data suggest that the limited effects of tofacitinib on NK cell transcriptome could be independent from mechanisms of adaptation occurring during the treatment, which may select or generate cells resistant to JAK inhibition.

Finally, our study showed that this approach represents both an opportunity to better understand ILC biology as well as a strategy to modulate ILC functions during diseases. Since pharmacological inhibition of JAKs is now successfully utilized for the treatment of several immune-mediated pathologies, our study sheds light on the potential effects on immune cells when this pathway is targeted.

## Data Availability Statement

The datasets generated for this study can be found in the GEO: GSE135116.

## Ethics Statement

The animal study was reviewed and approved by National Institute of Arthritis and Musculoskeletal and Skin Diseases, Institutional Animal Care and Use Committee (IACUC).

## Author Contributions

LV performed the *in vitro, in vivo*, and RNA-seq experiments. ML, NG, CL, JK, GP, SD, and YF helped to perform the experiments. SB processed the transcriptomic data and performed the computational analyses. GS performed the transcriptomic analysis and data visualization. JO'S contributed to the project design, data interpretation, and manuscript writing. CT provided the critical reagents and helped to write the paper. LV, GS, and MG designed the project and wrote the manuscript with input from all authors.

### Conflict of Interest

The National Institutes of Health hold patents on targeting JAKs. National Institute of Arthritis and Musculoskeletal and Skin Diseases (NIAMS) (JO'S and MG) and Pfizer have a Collaborative Research and Development Award (CRADA). The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: JAK Inhibition Differentially Affects NK Cell and ILC1 Homeostasis
**Source:** Front Immunol. 2019 Dec 19;10:2972. doi: 10.3389/fimmu.2019.02972
**Supplement:** Supplementary file 4

## Slide 1

Supplemental Figure 1
A
Gating strategy
liver
live
NK
DX5
CD3e
SSC
ILC1
FSC-H
NKp46+
Singlets
Eomes
NKp46
FSC-A
FSC
Live/dead
B
Liver
liver
7.57
2.88
2.20
CD3e
NKp46
vehicle
tofacitinib
PF-06651600
ILC1
TRAIL
NK
DX5
C
Spleen
***
relative cell nr
ILC1
NK
***
vehicle
tofacitinib
D
Integrin a4 b7- CD135-
NKP
IL-2Rb
CLP
Lineage mix
Integrin a4 b7
SSC
FSC-H
Singlets
CD127
CD135
IL-2Ra
FSC-A
FSC
Lineage negative
Singlets
ILCp
FSC
CD135
Integrin a4 b7
CD127
Lineage mix
PD-1
Lineage negative
HSC
c-Kit
Sca-I
Figure S1. (A) Experimental gating/sorting strategy for NKp46+ cells. (B) Representative dot plots showing the frequency of CD3e-NKp46+ cells after tofacitinib and PF-06651600 treatment (7 days). (C) Relative cell numbers for NK cells (spleen and liver) and ILC1 (liver) in Rag2-/- mice treated or not with tofacitinib for 7 days. Two independent experiments were combined. (D) Gating strategies for HSC, CLP, ILCp and NKP. All anti-mouse antibodies used were purchased from eBioscience, BD Biosciences, or BioLegend recognizing the following proteins: CD3ε (clone 145-2C11), NCR1 (NKp46, clone 29A1.4), CD49b (clone DX5), Eomes (clone Dan11mag), CD253 (TRAIL, clone N2B2); Mouse Lineage Antibody Cocktail (containing anti-mouse antibodies recognizing CD3e (clone 145-2C11), CD11b (clone M1/70); CD45R/B220 (clone RA3-6B2); Ly-76 (clone Ter-119), Ly-6G and Ly-6C clone (RB6-8C5) and supplemented with anti-mouse NCR1 (clone 29A1.4), CD19 clone (1D3), CD11c (clone N41B), TCRb (clone H57-597), CD127 (IL-7R clone B/199), CD135 (FLT3 clone A2F10.1), Intergin α4β7 (LPAM clone DATK32), CD122 (IL-2Rβ clone TM-b1), CD25 (IL-2Rα clone PC61.5), Sca1 (Ly-6A/E clone D7), CD117 (c-Kit clone 2B8), PD-1 (clone J43), BCL-2 (clone Bcl/10/C4), KLRG1 (clone 2F1), CD98 (clone RL388), CD27 (clone LG.3A10), CD11b, (clone M1/70), Ki67 (clone SolA15), IFN-g (clone XMG1.2).

## Slide 2

Supplemental Figure 2
Gated on NKp46+ cells
**
**
tofacitinib 7d
vehicle
tofacitinib 3d
68.9
48.9
73.7
CD11b
KLRG1
vehicle
tofacitinib 3d
tofacitinib 7d
Figure S2. Bar graph and representative dot plots show the percentage of splenic NK cells double positive for KLRG1 and CD11b after 3 and 7 days of tofacitinib treatment.

## Slide 3

Supplemental Figure 3
A
ILC1
***
***
Ki67+ (%)
**
tofacitinib
B
CD11bhigh
CD27low
CD11bhigh
CD27high
CD11blow
CD27high
vehicle
tofacitinib
**
***
***
Bcl2
CD11blow
CD27high
CD11bhigh
CD27high
CD11bhigh
CD27low
Figure S3. (A) Percentage of Ki67-positive ILC1 from mice treated or not with tofacitinib for 3 or 7 days. Statistic is made using ANOVA. (B) Bcl2 MFI (left panel) in NK subsets defined by CD11b and CD27 expression and representative histogram plots (right panel) in mice treated or not with tofacitinib for 7 days.

How the deposited data were processed for this re-analysis (not part of the article)

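The data are RNA sequencing of 10 libraries: splenic NK cells and liver ILC1 of mice that received vehicle (3 libraries per cell type) or 30 mg/kg of tofacitinib (2 libraries per cell type) orally 2 times per day for 7 days. The authors pooled cells of several animals for each library, and the pools were taken as the replicates. For NK cells the legend of Fig. 2 speaks of 2 treated and 3 vehicle mice per replicate. For ILC1 the legend of Fig. 3 gives more than 10 mice per group and leaves the number behind each library open. Flow cytometry and cell numbers are not analysed here.

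The authors sequenced 50-bp single-end reads, called bases with CASAVA 1.8.2 per their processing notes (the methods name bcl2fastq), aligned the reads to mm10 with TopHat2 2.1.1 and computed RPKM in Partek, dividing by exon length and by mapped reads. The RPKM values as deposited hold 24981 genes per cell type, in separate tables for NK cells and ILC1. The authors also deposited group means of log2(RPKM + 0.1), which they made from those RPKM values, and the ratio of tofacitinib to vehicle with a p-value and q-value per gene from their analysis of variance. All p-values not marked as the authors' were computed anew from the RPKM values. Log2 changes computed here differed from those of the authors' table by less than 0.0001. In the authors' table 86 genes in NK cells and 22 in ILC1 had a q-value under 0.05, of which 20 and 0 were above the level needed for testing here. Raw reads and the choice of gene annotation are not analysed here, and genes whose reads are split between near-identical copies (hemoglobin, Hspa1a and Hspa1b, histone and Klra genes) have uncertain levels; Hbb-b2 and Hbb-bt carry the same values in every library. The mice were BALB/c, while mm10 is a C57BL/6 genome.

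Libraries had 29199973 to 79258362 alignments. RPKM values carry no counts, so precision was judged from the spread between libraries: the correlation of log2(RPKM + 0.1) between libraries was 0.977 to 0.996 in NK cells and 0.936 to 0.977 in ILC1. Within each cell type, log2(RPKM + 0.1) was compared between tofacitinib and vehicle with limma 3.58.1 (R 4.3.3; empirical Bayes with trend, two-sided), for genes whose group mean of log2(RPKM + 0.1) was above 1 in at least 1 group. The 1296 names that start with Mir or Snor were left out. This left 9472 genes in NK cells and 9366 in ILC1. Adjusted p is the Benjamini-Hochberg value over the genes tested, with a threshold of 0.05. The study threshold is the one in the headings of Supplemental Tables 1 and 2 (unadjusted p under 0.05 and fold below 0.6 or above 1.667). The offset, the scale, the filter and this threshold follow the paper; limma stands in place of the analysis of variance per gene. The difference between the responses of ILC1 and NK cells was tested as an interaction in a joint limma fit of all 10 libraries over the 8981 genes tested in both cell types. The NK and ILC1 tables were normalized separately, so levels are compared across cell types without a test. The prior degrees of freedom were 5.81 in NK cells and infinite in ILC1, where the variance of each gene follows the trend alone.

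Genes named in the text are those that the paper names, the 8 with the largest rise and the 8 with the largest fall per cell type among called genes whose treated values lie outside the range of the vehicle values, up to 4 members per list with the smallest p, and the 8 largest differences of response; exceptions are marked, and 1 gene of a list is not reported here. The values of genes in Supplemental Tables 1 and 2 had been seen in the paper when the rule was written. Gene lists were written after those values had been seen as well, but before the deposited data were examined. They were S phase and G2/M genes (as used in Seurat), anti- and proapoptotic Bcl2 family genes, STAT5 targets, and type I interferon and interferon gamma responses. Others were ribosome biogenesis, amino acid, polyamine and nucleotide metabolism, immediate early genes, heat shock genes, FOXO and quiescence genes, and effector molecules. Identity lists were the NK signature, ILC1 markers, and mature and immature NK markers. The NK signature is a textbook list and not the ImmGen list of the paper. These 17 lists were tested with camera (preset correlation 0.01) and adjusted together per cell type, and with two-sided Fisher's exact tests among genes at the study threshold. A further 10 lists hold markers of other cell types (hepatocytes, macrophages, T cells, B cells, neutrophils, erythroid, endothelial, dendritic and biliary epithelial cells, ILC2 and ILC3).

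The sample sheets of the authors give the sequencing run of each ILC1 library and a replicate letter for each NK library. Replicate numbers do not follow these: vehicle replicate 2 shares a run or letter with tofacitinib replicate 1, and vehicle replicate 3 with tofacitinib replicate 2. In ILC1 the deviations from the group means correlated within the shared runs (r = 0.63 and 0.78, not independent of each other with 2 tofacitinib libraries). Values within each run and fits with run as a block are therefore given beside ILC1 results. Vehicle replicate 1, alone in its run, adds nothing to the block fit. The log2 change of that fit is the mean of the 2 within-run differences. In NK cells, libraries of the same letter did not deviate together.

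All code was tested on simulated data with the means and spread of the real libraries. Noise was drawn independently for each gene and library, without the joint deviation of ILC1 libraries within runs. The shares below may therefore not hold for the real ILC1 libraries or for the difference of responses. In NK cells, limma called 81% of genes with a true log2 change of 1 and 99% of those with 2; in ILC1 it called 1% and 17.2%, and for the difference of responses 6.1% and 64.9%. The share of false calls was 3.2%, 5.3% and 13.4%, where the 5.3% in ILC1 was 1 false call. Alternatives set before the data were examined were a pseudocount of 1 or 0.01, no filter or a filter at 5 RPKM, median scaling, quantile normalization, limma without the trend, each gene's own variance, a joint fit of all groups, a block by replicate number, the authors' p-values, a 2-fold threshold, camera with an estimated correlation, fry in place of camera, and leaving out each library in turn. The block by run or letter, the exclusion of genes of other cell types and the level of ILC1 over NK cells taken from a library left out of the fit were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene coordinates are those of GENCODE vM21.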

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

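The tests on a second list of marker genes were set before their result was seen; the tests of a rise with treatment and of a lower share of ILC1 were chosen after it. Results are listed here for 2 reasons: the responses of ILC1 and NK cells differed in the joint limma fit at adjusted p under 0.05, or markers of a cell type that the paper does not discuss stood above their level in the vehicle libraries. Outlying samples were not searched for, since groups held only 2 or 3 libraries.

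The difference between the log2 response in ILC1 and that in NK cells was 4.08 for Hba-a2, 4.03 for Hbb-b2, 4.03 for Hbb-bt, 3.75 for Hba-a1, 3.72 for Hbb-b1 and 3.67 for Hbb-bs, all hemoglobin genes, 3.66 for Cd24a, 2.49 for Fcmr, 2.39 for Hist1h4c, -2.45 for Hspa1a, -2.15 for Hspa1b, -2.13 for Tasp1 and -2.12 for Stmn1. Cd24a went from 0.149 to 3.28 RPKM in ILC1 (log2 3.90 and 2.43 within the shared runs) and stayed at 3.83 in NK cells; Fcmr, the IgM receptor of B cells, went from 0.327 to 2.56 in ILC1 (2.35 and 2.13 within runs) and from 13.8 to 18.1 in NK cells. The ILC1 call of Fcmr was lost without tofacitinib replicate 2 (log2 2.63, adjusted p = 0.0832). Hspa1b rose in NK cells from 2.41 to 26.9 RPKM and went from 130 to 302 in ILC1 (1.44 and 1.90 within runs), where the vehicle level was already high. In NK cells the log2 change was -1.05 for Hba-a2 and -1.10 for Hbb-bs, and erythroid markers were highest in vehicle replicate 1 (202.57 RPKM in sum), so part of the difference for hemoglobin genes comes from NK cells. The number of genes with a different response was 8 without NK vehicle replicate 1 or NK tofacitinib replicate 1, 3 without ILC1 vehicle replicate 2, 21 without ILC1 tofacitinib replicate 1 and 20 without ILC1 tofacitinib replicate 2.

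Neutrophil markers summed to 157.91 RPKM and erythroid markers to 244.88 in ILC1 tofacitinib replicate 1, against at most 4.59 and 19.76 in the other ILC1 libraries. In a second list of granulocyte and erythroid genes, 13 were above 1 RPKM in at least 1 ILC1 library, and 9 of these were highest in tofacitinib replicate 1. A gene silent elsewhere passes this filter only through the library where it is high, which limits the weight of the share. Cells or RNA of these types in tofacitinib replicate 1, despite the sort, would give such a share. The summed RPKM of that list was not raised there (125.72, and 146.18 in tofacitinib replicate 2, against 155.32, 83.12 and 148.01 with vehicle). A rise with treatment stays open: 0 of 13 markers were higher in both tofacitinib libraries than in each vehicle library, but 9 of the 13 were higher with tofacitinib within both shared runs, where erythroid sums went from 19.76 to 244.88 and from 0.95 to 9.53 and neutrophil sums from 4.59 to 157.91 and from 0.18 to 0.73. Cells carried over would give the same, and whether they are blood cells of the liver or came in at library preparation is open as well.

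B cell markers summed to 16.17 and 25 RPKM in ILC1 tofacitinib replicates 1 and 2, and to 8.75 to 13.26 in the vehicle libraries. In a second list of B cell genes, 8 were above 1 RPKM in at least 1 ILC1 library. Of these, 5 were higher in both tofacitinib libraries than in each vehicle library. Of all 9366 tested genes 194 were, but those had passed a filter on group means, so the shares are not strictly comparable. B cells or their RNA in both libraries, in spite of a sort for CD3ε-negative NKp46-positive cells, would give such a share. The summed RPKM of that list did not rise (199.41, 108.66 and 222.3 with vehicle, 130.54 and 191.22 with tofacitinib); most of it was Cd37, named after its values were seen, with means of 145 and 127. A lower share of ILC1 among the sorted cells, which would raise all other types alike, stays open. The median log2 difference was 1.86 for B cell markers (SD 1.02), and among the other types with at least 3 markers above 1 RPKM the lowest was 0.871 (ILC2 and ILC3), with 1.05 for dendritic cells, both within 1 SD; T cell markers (0.13) were left out, since their sum of over 130 in every library would hide a small share. Hepatocyte markers (0.38, 2 genes) and a biliary marker (-1.27, 1 gene) lay lower, too few to decide. Fcmr and H2-Aa may belong to the same pattern. A change of B cells in the liver with tofacitinib was not tested.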

How the results depend on the processing

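The block by run or letter and the exclusion of genes of other cell types were chosen after the data were seen; all other alternatives were set before. The cause of a change was not tested, except where fewer libraries or genes entered a fit. With 3 and 2 libraries, p-values rest on limma's estimate of variance across genes: with each gene's own variance, and with the authors' p-values over the genes tested, 0 genes were called in NK cells and 0 in ILC1, and with no filter 1 and 0. In fits without 1 tofacitinib library the lone library left is assumed to vary like the vehicle group. RPKM values set no limit of detection by depth.

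In NK cells, genes at adjusted p under 0.05 numbered 35 in the joint fit and 1814 with a replicate block by number. Genes lower at the study threshold numbered 63 with a pseudocount of 1, 207 with no filter, 60 with the stricter filter and 40 at 2-fold; higher genes 29, 182, 29 and 24, and 34 with each gene's own variance or the authors' p-values. In ILC1, called genes numbered 20 with the stricter filter, 245 with median scaling, 243 with quantile normalization, 125 in the joint fit, 2 with a replicate block by number and 405 with a replicate block by run. Lower genes numbered 77, 250, 244, 249, 18 and 199 in the same order; higher genes 35 with the stricter filter, 125 in the joint fit, 20 with a block by number, 177 with a block by run, and 12 with each gene's own variance or the authors' p-values. Genes with a different response in ILC1 and NK cells numbered 0 with no filter, 6 with the stricter filter, 2 with median scaling, 3 with quantile normalization, 0 with each gene's own variance, 5 with a replicate block by number and 47 with a block by run or letter. The correlation of log2 changes across genes was 0.274 with no filter, 0.633 with the stricter filter and 0.493 with a block by number.

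In NK cells the libraries of 1 letter did not deviate together (r = -0.14 and -0.16), and the block by letter called 651 genes, 376 of the 456 among them. Same numbers did not pair the libraries either (r = 0.02 and 0.14 in NK cells, 0.16 and -0.63 in ILC1).

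Without each library in turn, called genes ranged from 26 to 797 in NK cells and from 8 to 141 in ILC1, lower genes from 105 to 133 and 63 to 522, higher genes from 58 to 74 and 41 to 100, genes with a different response from 3 to 21, the share of genes lower in ILC1 that fell in NK cells from 71.4% to 96.6%, the correlation from 0.497 to 0.614 and the ratio of Bcl2 in treated ILC1 to vehicle NK cells from 0.201 to 0.35. The lowest counts of called genes came without tofacitinib replicate 1 of the cell type and the highest without vehicle replicate 2. List medians ranged from 0.0294 to 0.1251 (G2/M) and 0.0227 to 0.0468 (S phase) in NK cells, from -0.4822 to 0.092 (G2/M) and -0.6904 to -0.0962 (S phase) in ILC1, and from -0.2269 to -0.1799 for the NK signature in NK cells.

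The medians of lists do not change with the set test, but calls do: G2/M (-0.2458) and S phase genes (-0.3759) in ILC1 had an adjusted p of 0.353 and 0.375 with an estimated correlation and 0.503 each with fry, and the NK signature in NK cells (-0.2223) 0.205 with an estimated correlation. In ILC1 the direction of some lists turned when 1 library was left out: the median of the NK signature ranged from -0.3724 to 0.386, of heat shock genes from -0.4523 to 0.5085, of immediate early genes from -0.4948 to 0.9753 and of mature NK markers from -0.6472 to 0.8161, the lower value without tofacitinib replicate 2 and the higher without tofacitinib replicate 1. The test of mature NK markers also turned with the stricter filter (median 0.0286) and the block by run (0.077). Of 54 named genes called in NK cells and 34 in ILC1, 1 and 0 kept their call under all alternatives that moderate the variance. No direction of these genes reversed. Lists were counted without S phase and G2/M genes, and in NK cells without the NK signature. Of 11 such lists called in NK cells, 8 kept their call under all alternatives that moderate the variance, with fry but without the estimated correlation. In ILC1 0 of 14 did so, and fry alone removed the call of all 14.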

Differences from the paper's values

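For genes lower in ILC1 with RPKM over 5, fold under 0.5 and unadjusted p under 0.05, the paper gives 45 and 72 were found here with limma. Among the alternatives set before the data were examined, the difference was within 1.5-fold with a pseudocount of 1 (57), with each gene's own variance (45), with the authors' p-values (45), and without vehicle replicate 1 (36), vehicle replicate 3 (47), tofacitinib replicate 1 (38) or tofacitinib replicate 2 (64). It remained with a pseudocount of 0.01 (74), no filter (70), the stricter filter (72), median scaling (74), quantile normalization (72), limma without the trend (75), the joint fit (75), the block by replicate number (6) and without vehicle replicate 2 (181).

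For genes higher in NK cells at the study threshold, Supplemental Table 1 of the paper lists 35 and 53 were found here. The difference was within 1.5-fold with a pseudocount of 1 (29), the stricter filter (29), quantile normalization (51), each gene's own variance (34) and the authors' p-values (34), and remained with a pseudocount of 0.01 (58), no filter (182), median scaling (56), limma without the trend (53), the joint fit (56), the block by replicate number (78) and without any 1 library (58 to 74). Of the paper's 35 genes, 34 were among the 53.

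For genes higher in ILC1 at the study threshold, Supplemental Table 2 of the paper lists 12 and 76 were found here. The counts matched with each gene's own variance (12) and with the authors' p-values (12), and differed with a pseudocount of 1 (58) or 0.01 (72), no filter (91), the stricter filter (35), median scaling (98), quantile normalization (98), limma without the trend (81), the joint fit (125), the block by replicate number (20) and without any 1 library (41 to 100). Of the paper's 12 genes, 11 were among the 76. The other counts of the paper at this threshold, 87 genes lower in NK cells and 91 lower in ILC1, were within 1.5-fold of the 104 and 132 found here, and 87 and 82 of the paper's genes were among these.

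The paper states that Gzmb is the only NK identity gene that fell more than 2-fold and that the others were unaffected. In the textbook list used here, which is not the paper's list, Clnk fell more than 2-fold as well (log2 -1.21), and 9 of 40 genes were lower at adjusted p under 0.05 (limma), among them Klrb1a; Eomes and Tbx21 were not called.

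The paper states that Tcf7 alone among the genes that rose in ILC1 reached a high level with more than a 2-fold rise. Tcf7 was at 55.2 RPKM here, and Il7r, which also passed the study threshold here and rose more than 2-fold, at 104 RPKM; Il7r passed with limma and is not among the 12 genes of Supplemental Table 2.

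The paper gives Cish as an example of genes selectively lower in ILC1. With no filter on level, the log2 change of Cish was -2.45 in NK cells, and the difference between the responses of ILC1 and NK cells was 0.51 (SE 0.50, adjusted p = 1.00 in the joint limma fit).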

Other observations

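The tests on immediate early and heat shock genes below were chosen after the result was seen.

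Of 43 genes of ribosome biogenesis, 20 were lower in NK cells at adjusted p under 0.05 (limma; 27 adjusted over the list alone) with a median log2 change of -0.45 (camera adjusted p = 1.27e-15, and 0.205 with an estimated correlation); Tsr1, which matures the small ribosomal subunit, fell from 8.17 to 3.41 RPKM. In ILC1 the median was -0.75 (camera adjusted p = 1.08e-27, and 0.353 with an estimated correlation), with 0 of 43 called by limma (2 adjusted over the list alone; 7 at the study threshold; 21 with run as a block); the median was -0.45 without tofacitinib replicate 1. Genes of amino acid, polyamine and nucleotide metabolism had a median of -0.64 in ILC1 (3 of 25 lower; 4 adjusted over the list alone; 8 with run as a block; camera adjusted p = 6.84e-21, and 0.353 with an estimated correlation). In NK cells, 10 of 25 type I interferon genes (20 adjusted over the list alone; median -0.54; camera adjusted p = 2.89e-11) and 5 of 18 interferon gamma genes (9 adjusted over the list alone; median -0.26; 8.81e-07) were lower, with adjusted p of 0.195 and 0.100 with an estimated correlation. Igtp, an interferon-induced GTPase, had a log2 change of -0.88 in NK cells (adjusted p = 0.00117).

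Genes of quiescent lymphocytes went the other way. Of 20 tested FOXO and quiescence genes, 9 were higher in NK cells (1 lower and 11 higher adjusted over the list alone), with a median of 0.37 (camera adjusted p = 3.8e-09, and 0.141 with an estimated correlation); Pik3ip1, an inhibitor of PI3 kinase, rose from 9.92 to 24.3 RPKM (log2 1.29, adjusted p = 0.000723). Among genes higher in ILC1 at the study threshold were 8 of 18 (two-sided Fisher's exact test, adjusted p = 8.98e-12).

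Medians of the identity lists were small in ILC1, and limma called 1 member, Gzmb. Single members ranged from -2.58 (Gzmb) to 1.91 (Il7r), and with a median SE of 0.49 log2 units absence of a call is weak evidence. The medians were 0.03 for 34 NK signature genes (mean -0.18; 1 lower, 1 adjusted over the list alone; 6 lower with run as a block), 0.15 for 13 ILC1 markers (0 called; 1 higher adjusted over the list alone), 0.19 for 8 mature NK markers (0 called; 1 higher adjusted over the list alone) and 0.25 for 10 immature NK markers (0 called; 2 higher adjusted over the list alone; 4 with run as a block). With run as a block 1 ILC1 marker was higher, and of the mature NK markers 1 was lower and 1 higher. Without the block, camera adjusted p was 0.0319, 0.0271, 0.0272 and 3.02e-05, and 0.722, 0.630, 0.613 and 0.375 with an estimated correlation. After median scaling only the immature NK markers were called. Without tofacitinib replicate 1 the NK signature had a median of 0.39, and without tofacitinib replicate 2 the mature NK markers had -0.65.

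Bcl2 RNA in ILC1 after tofacitinib was 0.276 times that in vehicle NK cells, and 1.78 times that in treated NK cells; between the vehicle groups the ratio was 1.51. The first ratio was 0.35 without ILC1 tofacitinib replicate 1 and 0.201 without tofacitinib replicate 2. The tables of ILC1 and NK cells were normalized separately, so these ratios carry no test. The NK cells here came from the spleen. The paper instead compares Bcl2 protein by flow cytometry between ILC1 and NK cells of the liver. Ratios of RNA against splenic NK cells do not test that comparison.

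In NK cells, immediate early genes moved both ways: of 18 tested, 5 were higher and 3 lower (11 and 4 adjusted over the list alone), with a median of 0.31 (camera adjusted p = 0.00484, and 0.242 with an estimated correlation). Handling of the cells would raise them together, while 3 of 18 were lower (Egr1, Egr3 and Nr4a1). The test was chosen after these values were seen, and a fall of these genes leaves open what raised Fos and Jun. It therefore cannot decide whether handling was the whole cause. Heat shock genes, which handling also raises, were higher in 11 of 18 and lower in 0 (12 and 0 adjusted over the list alone; median 0.52; camera adjusted p = 3.8e-09, and 0.207 with an estimated correlation), consistent with a part of the rise of Fos and Jun coming from handling. A response of AP-1 genes to tofacitinib stays open as well. Without tofacitinib replicate 1 the calls of Egr1 and Nr4a1 were lost (log2 -1.01 and -0.77), and without tofacitinib replicate 2 that of Egr1 (-1.05). Heat shock genes lost calls as well. Without tofacitinib replicate 1 these were Dnaja1, Dnajb1, Hsph1 and Hspa1a (log2 0.82, 0.87, 0.80 and 3.18), and without tofacitinib replicate 2 Hspa1a (4.34).

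In ILC1 limma called 0 of 21 immediate early genes (1 higher adjusted over the list alone; 4 higher at the study threshold; 5 with run as a block) and 0 of 17 heat shock genes (0 adjusted over the list alone; 2 higher at the study threshold; 3 with run as a block). Medians were 0.09 and 0.02 and camera adjusted p 0.00691 and 0.0317 (0.613 and 0.665 with an estimated correlation); without tofacitinib replicate 2 the medians were -0.49 and -0.45, and neither list was called after median scaling.

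Markers of other cell types in the NK libraries, as summed RPKM, were 69.07 to 111.12 for B cells, 201.22 to 324.99 for dendritic cells, 15.86 to 20.61 for T cells, 13.23 to 17.51 for hepatocytes, 3.94 to 6.64 for macrophages, 0.22 to 10.02 for neutrophils, 0.11 to 0.22 for endothelial cells, 0.18 to 0.39 for biliary cells and 21.38 to 24.09 for ILC2 and ILC3; erythroid markers reached 202.57 in vehicle replicate 1 and 32.19 to 69.68 in the others. In ILC1, hepatocyte markers summed to 29.09 to 70.51, macrophage markers to 0.56 to 3.73, endothelial markers to 0.22 to 1.24, biliary markers to 2.11 to 5.48 and markers of ILC2 and ILC3 to 16.46 to 29.64.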
